# Novel RvD6 stereoisomer induces corneal nerve regeneration and wound healing post-injury by modulating trigeminal transcriptomic signature

**DOI:** 10.1038/s41598-020-61390-8

**Published:** 2020-03-12

**Authors:** Thang L. Pham, Azucena H. Kakazu, Jiucheng He, Bokkyoo Jun, Nicolas G. Bazan, Haydee E. P. Bazan

**Keywords:** Molecular biology, Neuroscience

## Abstract

The high-density corneal innervation plays a pivotal role in sustaining the integrity of the ocular surface. We have previously demonstrated that pigment epithelium-derived factor (PEDF) plus docosahexaenoic acid (DHA) promotes corneal nerve regeneration; here, we report the mechanism involved and the discovery of a stereospecific Resolvin D6-isomer (RvD6si) that drives the process. RvD6si promotes corneal wound healing and functional recovery by restoring corneal innervation after injury. RvD6si applied to the eye surface elicits a specific transcriptome signature in the trigeminal ganglion (TG) that includes *Rictor*, the rapamycin-insensitive complex-2 of mTOR (mTORC2), and genes involved in axon growth, whereas genes related to neuropathic pain are decreased. As a result, attenuation of ocular neuropathic pain and dry eye will take place. Thus, RvD6si opens up new therapeutic avenues for pathologies that affect corneal innervation.

## Introduction

Dry eye perturbs vision mainly during aging. It also occurs in rheumatoid arthritis, diabetes, thyroid gland pathologies, environmental conditions (e.g., exposure to smoke or pollutants), long-term use of contact lenses, and after refractive surgery. This pathology is triggered by a shortage in tears that lubricate, arrest infections, and nourish and sustain a clear eye surface. Corneal innervation is required to maintain the integrity of the ocular surface^1^, and nerve damage decreases tear production, blinking reflex, and perturbs epithelial wound healing, resulting in loss of transparency and vision^2–5^. For this reason, there is a strong relationship between dry eye and corneal nerve damage.

Axons from sensory nerves from the ophthalmic branch of the trigeminal ganglion (TG) neurons penetrate the corneal stroma surrounding the limbal area and branch out as the subepithelial plexus before reaching the corneal epithelium, finalizing as free nerve endings^6–8^.

After nerve damage occurs from refractive surgeries (e.g., situ keratomileusis/LASIK or photorefractive keratectomy/PRK), it takes between 3–15 years to recover corneal nerve integrity^9–11^. As a consequence, corneal sensitivity decreases, and dry-eye disease can develop, causing neuropathic pain, corneal ulcers, and in severe cases, the necessity for corneal transplants^12–14^. In addition, dry eye is linked to cold receptor function, mainly the transient receptor potential melastatin 8 (TRPM8) channels^15^ that control the corneal surface rate of cooling and maintain normal tear secretion^16–18^. In fact, a decrease in TRPM8 terminals takes place, even long after experimental corneal surgery, suggesting that these changes contribute to post-surgery neuropathic pain^19^.

Topical treatment of the neurotrophin pigment epithelium-derived factor (PEDF) plus the ω−3 fatty acid family member docosahexaenoic acid (DHA) enhances nerve regeneration and stimulates nerve regrowth in rabbit and mouse corneas after experimental surgery, as well as in pathologies like diabetes and herpes virus simplex (HSV1) infection^20–24^. Moreover, PEDF activates the Ca^2+^-independent phospholipase A2 (iPLA2ζ) activity of the PEDF receptor (PEDF-R) and releases DHA from membrane phospholipids that can be converted into bioactive docosanoids^25^, including neuroprotectin D1 (NPD1) that induces corneal nerve regeneration in a rabbit model of refractive surgery^20^. Herein, we report the discovery of a novel lipid mediator that is part of the signaling mechanism exerted by PEDF + DHA on the ocular surface. Furthermore, we uncovered that the TG genes sense corneal injury and respond to corneal stereospecific Resolvin D6-isomer (RvD6si) treatment with a specific transcriptomic signature. We demonstrate that the topical application of RvD6si is cornea protective, revealing novel mechanisms and potential therapeutic avenues for dry eye and ocular neuropathic pain.

## Results

### Identification of novel RvD6si in mouse tears

The biological activities of PEDF + DHA have been revealed previously by our laboratory^20–24^. A mechanistic link of PEDF + DHA action on corneal nerve regeneration has been uncovered with the activation of the iPLA2ζ and the increased expression of the neurotrophic factors, brain-derived growth factor (BDNF) and nerve growth factor (NGF), and the axon growth guidance semaphorin 7a (Sema7A) released in tears^25^. To define which docosanoids are produced after the release of DHA by PEDF activation, mouse corneas were injured and treated, tears collected, and lipids extracted and analyzed by LC-MS/MS (Fig. 1A). The total ion chromatogram (TIC) of 359 m/z represented all di-hydroxy DHA isomers in tears after 4 h of treatment, and three peaks were well defined with retention times (RT) 8.20, 8.74, and 9.20 min (Fig. 1B). The internal standard LTB_4_-d4 (green) eluted at 8.25 min. We focused on the peak eluted at 8.20 min (Peak 1) that displays a parent ion 359 m/z upon full fragmentation, showing at least 6 matched product ions (daughter ions) compared to the RvD6 standard (Fig. 1C) with two hydroxy-groups at Carbon number 4 and 17 (Fig. 1D). When Peak 1 was co-injected with RvD6 at the same concentration, Peak 1 eluted 0.27 min earlier than RvD6 at 6 major multiple reaction monitoring (MRM) channels 359 −> 297, 279, 239, 199, 159, and 101 (Fig. 1E). The UV spectra for Peak 1 and RvD6 showed maxima absorbance (λ_max_) at 238 nm, revealing that both compounds have a conjugated diene structure (Fig. 1F). When taken together, our data support that Peak 1 is an RvD6si that shares a full fragmentation pattern with RvD6, at least 6 matched daughter ions, 2 hydroxy-groups at C4 and C17 of the DHA backbone, and UV spectrum but has different RT.

**Figure 1:**
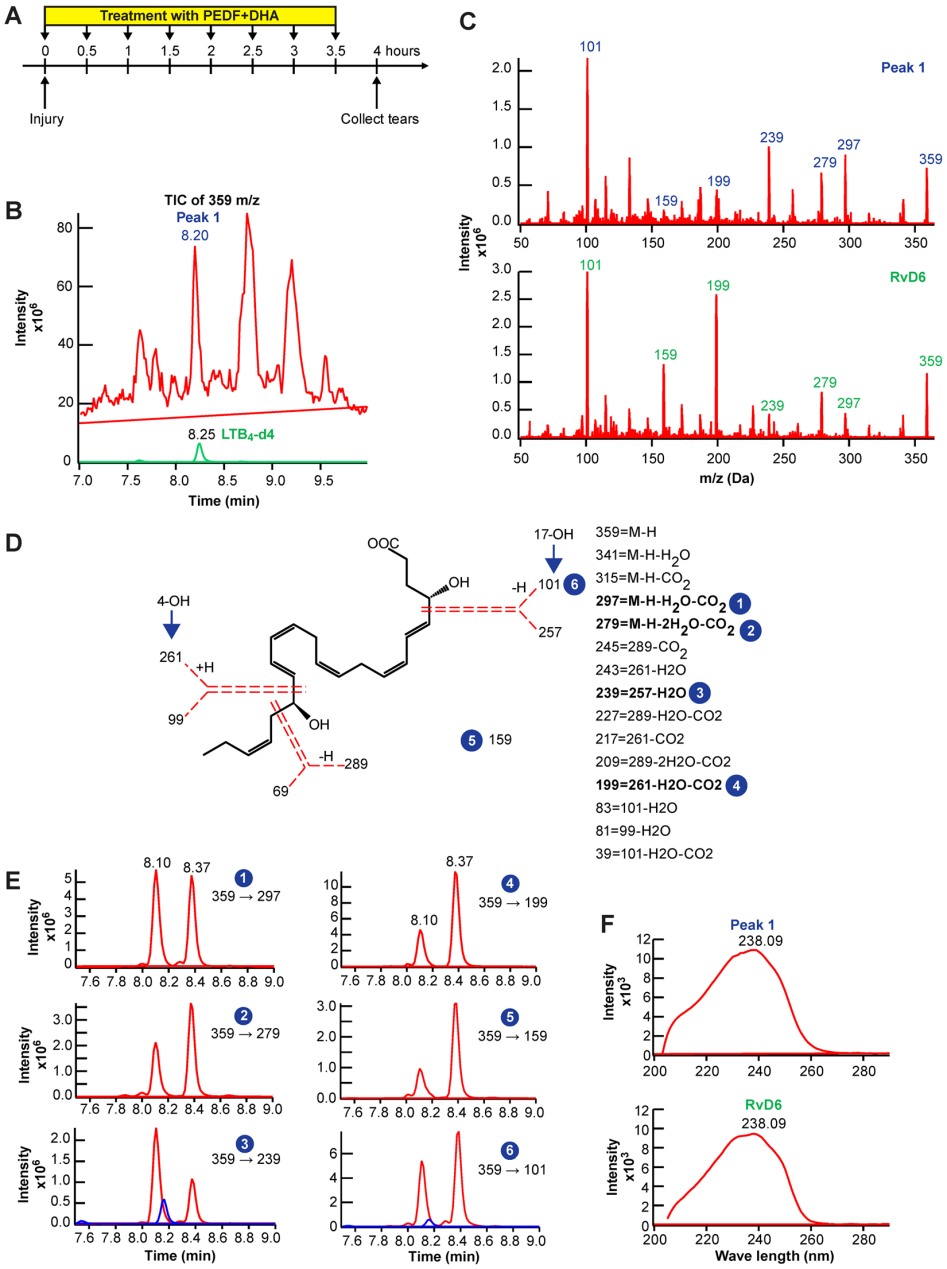
Identification of Peak 1 as a novel RvD6si from mouse tears treated with PEDF + DHA. **(A)** Experimental design with timeframe for injury, treatment, and tear samples collected from 16 corneas. **(B)** The total ion current (TIC) analysis of 359 m/z compounds (red) in the sample at the RT from 7 to 9.5 min. There are 3 peaks detected with the m/z of 359, which are regarded as dihydroxy-DHA products. In this study, we focus on the peak with an RT of 8.20 min (Peak 1). The LTB4-d4 internal standard (green) eluted at 8.25 min. **(C)** Full fragmentation analysis of selected Peak 1 and RvD6 standard. **(D)** Structural interpretation of Peak 1 with the mass of fragmented products after the collision (the dotted red lines represent the broken bonds). The fragments numbered from 1 to 6 were used for the MRM detection. **(E)** Co-injection of Peak 1 and RvD6. In this run, Peak 1 eluted at 8.10 min while the RvD6 eluted at 8.37 min (the blue color LTB4-d4 internal standard eluted at 8.15 min). All product ions matched with the same difference of RT. **(F)** The UV diode array profiles for Peak 1 and RvD6 with maximal absorbance at 238.09 nm.

### RvD6si is derived from DHA

To investigate whether the new RvD6si originated from the added DHA, an *ex vivo* corneal organ culture model was employed (16 corneas/sample). The injured corneas were cultured for 4 h in the presence of DHA or deuterium-labeled DHA (DHA-d5) plus PEDF, and the lipids from the media were extracted and analyzed. Since 5 atoms of deuterium (D) are attached to the end of the DHA backbone (at the 21^st^ and 22^nd^ C), the total mass of RvD6si-d5 was shifted to 365 Da (the [M-H] m/z is 364 in MS results) while some of its product ions were not changed after fragmentation (Fig. 2A). The MRM detection method was designed to capture the DHA-d5 total structure. The RvD6si-d5 was detected in the media with a similar RT to the RvD6si produced by PEDF + DHA (Fig. 2B). The full fragmentation of RvD6si-d5 confirmed the structure as well (Fig. 2C). In addition, the origin of the RvD6si was validated at three different concentrations of added DHA (Fig. 2D) with an enhanced synthesis as a function of increased DHA concentration. When analyzing possible arachidonic acid (AA)- and DHA-hydroxy derivatives (HDHA), the results showed a proportional increase of DHA products such as 14- and 17-HDHAs while the amount of AA and its hydroxyl derivatives 12- and 15-HETEs were not changed. These data strongly support that the new RvD6si originates from exogenous DHA.

**Figure 2:**
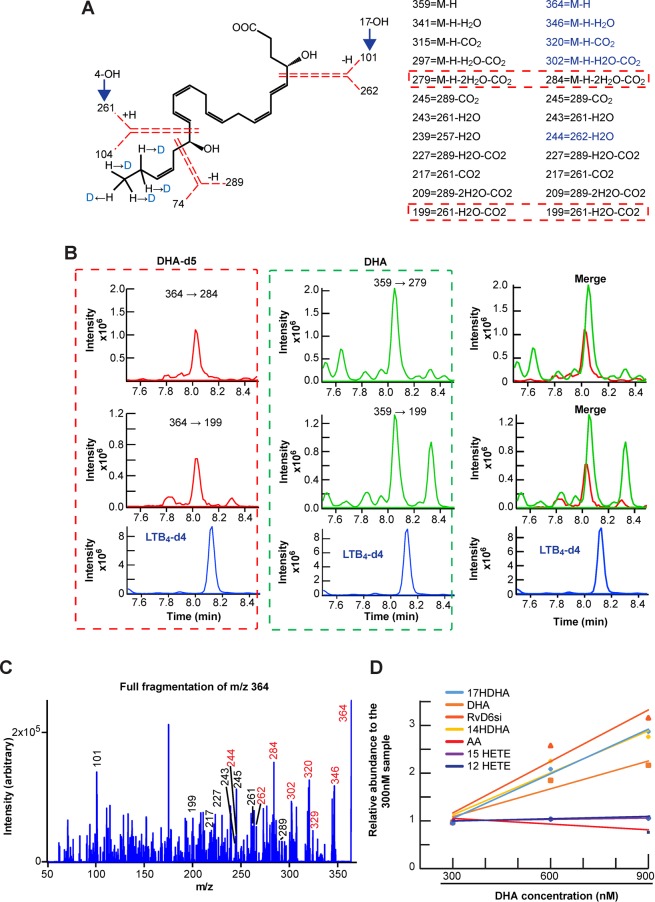
RvD6si derived from added DHA. **(A)** Structure of RvD6si-d5 with the mass of fragmented products after the collision (the dotted red lines represent the broken bonds). Five deuterium (D) originated from DHA-d5 shift the m/z of RvD6 from 359 (left column) to 364 (right column). The shifted product ions contain deuterium labeling at C21 and C22 (blue color). For MRM detection, one shifted and one non-shifted-product ions were used (red dotted boxes). **(B)** The MRM detection for RvD6si derived from DHA-d5 (red dotted box) or regular DHA (green dotted box). The transition MRM detection method is shown on top of each graph. The blue color peak is LTB4-d4 internal standard. The merge window shows that RvD6si, derived from the DHA-d5 or DHA, is eluted at the same RT, meaning that they are identical compounds. **(C)** Full fragmentation analysis for the RvD6si-d5 from B. **(D)** Quantification of RvD6si at increased DHA concentrations. The free DHA and its derivatives such as 14-HDHA, 17-HDHA, and RvD6si were gradually increased as a function of DHA concentration while free AA and its derivatives 12-HETE and 15-HETE were not.

### RvD6si enhances corneal wound healing and recovery of corneal sensitivity after injury

Although the 2D structure of the new RvD6si matched RvD6, the different RT could make them distinct in their biological activities. To obtain enough RvD6si for testing, 60 mice were injured and treated with PEDF + DHA every 30 min for 4 h, and the tears collected. The next day, the mice were euthanized, and the corneas isolated and incubated in media with PEDF + DHA for 4 h. The lipids extracted from tears and corneal media were combined and run in UPLC employing a C18 column, and fractions were collected every 30 sec from 6 to 12 min. All fractions were subject to lipidomic analysis to detect the availability of the new RvD6si. Fractions 6 to 8 with clear detectable amounts of RvD6si were pooled (Supplementary Fig. S1). The purity of our targeted lipid mediator was determined by lipidomic analysis before being tested *in vivo*. The isolated RvD6si showed very low contamination of other DHA derivatives as well as AA, eicosapentaenoic acid (EPA), and their derivatives (Supplementary Fig. S1).

Previous studies have shown that PEDF + DHA promotes corneal wound healing in rabbit^20,21^, and in normal and diabetic mice^24,25^ after experimental surgery. We tested the ability of RvD6s (either RvD6 or RvD6si) in stimulating corneal wound healing. The right mouse eyes were injured, and the animals were divided into four groups: vehicle, PEDF + DHA, RvD6, and RvD6si (Fig. 3A). Twenty h after injury, all drug-treated mice had faster corneal wound healing than vehicle; however, the greatest increase was found in the animals treated with the RvD6si (Fig. 3B,C).

**Figure 3:**
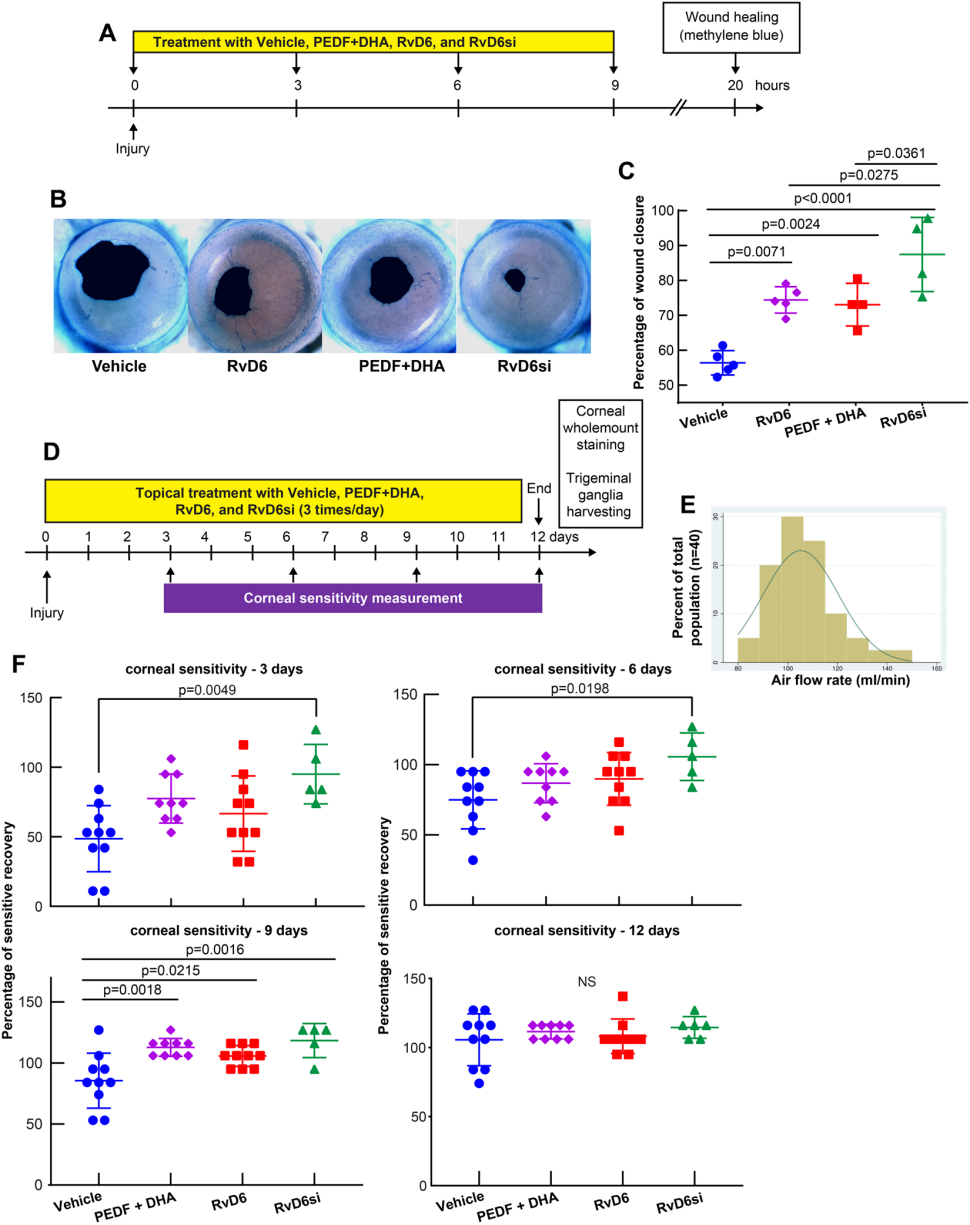
RvD6s enhance corneal wound healing and sensitivity. **(A)** Experimental design of wound healing experiments. **(B)** Representative images of corneal wounded area stained with methylene blue 20 h after injury. **(C)** The calculated wound closure after injury and treatment. **(D)** Experimental diagram of corneal sensitivity and collection of cornea and TG tissues. **(E)** Distribution of recorded corneal sensitivity in the non-injured mouse using a non-contact aesthesiometer (N = 40 corneas). **(F)** Corneal sensitivity recorded every 3 days. RvD6si-treated mice have significantly higher sensitivity at day 3, 6, and 9, while PEDF + DHA- and RvD6-treated groups showed higher cornea sensation only at day 9. At day 12, there was no difference between the tested compounds and vehicle. The statistical p-value is derived from one-way ANOVA, followed by Tukey’s honest significant difference (HSD) multiple pairwise comparisons.

Corneal sensitivity was evaluated at days 3, 6, 9, and 12 after corneal injury and treatment (Fig. 3D). A new methodology to measure the sensation in mouse cornea was introduced using the Belmonte non-contact aesthesiometer. Figure 3E shows a Gaussian-curve of distribution from basal corneal sensation recorded-values (n = 40 corneas) at a flow rate of 100.45 to 110.05 ml of air/minute (α = 0.05). It is important to note that this range of normal corneal sensitivity is critical to evaluate corneal sensation since the Belmonte non-contact aesthesiometer working flow rate is from 20 to 200 ml/min. The range of normal corneal sensitivity from 100.45 to 110.05 ml in the mouse was regarded as successful recovery after injury and treatment, and it was used to normalize the measurements. There was a faster recovery of corneal sensation in the animals treated with the RvD6si at 3 and 6 days after injury (Fig. 3F). By 9 days, the three treatments increased the sensitivity compared to vehicle, and at 12 days, there was no significant difference in any of the studied groups.

### RvD6si activates corneal nerve regeneration

PEDF + DHA stimulates corneal nerve regeneration in injury animal models^20–25^. It was important to confirm the biological activity of RvD6si as a lipid mediator underlying the action of PEDF + DHA. To test this hypothesis, mice were injured and treated (as described in Fig. 3D). Isolated corneas were stained with PGP 9.5, a pan-neuronal marker, and with SP neuropeptide antibodies. The density of non-injured corneal nerves positive to PGP 9.5 and SP, respectively, was used to normalize the values (Fig. 4A). Substance P is a main neuropeptide in mammalian corneas^26–28^. Moreover, a previous study from our group has demonstrated that there is a correlation between corneal sensitivity and SP-positive nerves^29^.

**Figure 4:**
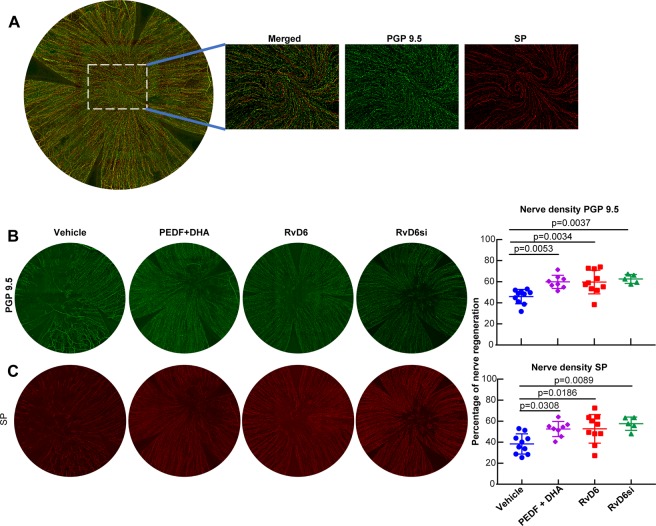
RvD6s enhance corneal nerve regeneration. **(A)** Whole-mount images of normal corneal nerves stained with anti-PGP9.5, a pan-marker for total corneal nerves and SP, a major neuropeptide in the mouse cornea. The insets, which are marked by a dashed box in the whole-mount images, show the amplified center area of the cornea with double PGP 9.5 and SP staining, and PGP 9.5 and SP alone. **(B,C)** Representative wholemount images and calculated nerve density of PGP 9.5 (**B**) and SP (**C**) positive axons at 12 days after injury and treatment. Data were normalized to the baseline (uninjured corneas in **A**). The statistical p-value is derived from one-way ANOVA, followed by Tukey’s honest significant difference (HSD) multiple pairwise comparisons.

At 12 days after injury and treatment, total corneal nerve density was 45.9 ± 6.8% of the normal cornea in the vehicle-treated group and significantly higher in the RvD6si treated corneas 62.6 ± 4.2% (p < 0.05) (Fig. 4B). PEDF + DHA and RvD6 treatment also increased nerve density to 59.9 ± 63% and 59.7 ± 11.2%, respectively. There were no significant differences between RvD6si, RvD6, and PEDF + DHA. Similarly, the density of SP-positive nerves at 12 days after injury was higher with RvD6si, RvD6 and PEDF + DHA treatments compared to the vehicle-treated group (Fig. 4C). This result confirmed a faster recovery of corneal sensitivity in treated corneas (Fig. 3F) and strengthened the biological function of the RvD6si as the main mediator in the mechanism of PEDF + DHA to enhance corneal nerve regeneration.

### RvD6si modulates a transcriptome signature in the trigeminal ganglion

Because corneal sensory nerves originate in TG neurons, we explored if corneal injury could be sensed in the TG and t, in turn, would elicit a gene expression response. Thus, TG were harvested 12 days after injury and treatment with RvD6si or RvD6 or vehicle treatment used as control (Fig. 3D), and then RNA-seq analysis was performed. 

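The RNA-seq experiment covered 15 TG, each from the side of the injured eye, with 5 in each of the vehicle, RvD6 and RvD6si groups. The eyes had been treated 3 times a day and the TG were taken on day 12. In the adapted Smart-seq2 protocol, RNA is reverse transcribed from its poly(A) tail and the cDNA is amplified before the library is made, so the strand of the RNA is not kept. The authors aligned the reads with Rsubread to the GRCm38 mouse genome with GENCODE release 22 and counted the reads on the exons of each gene with featureCounts. The deposited values are these raw counts for 55573 genes, without normalization. Reads aligned to several places, or lying on exons of more than 1 gene, were not counted, so a gene that overlaps another on either strand is measured with less certainty. Replicates 1 to 5 were vehicle, 6 to 10 RvD6 and 11 to 15 RvD6si, and neither the labels nor the paper's text names a batch or a pairing of the mice.

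Differential expression was tested with the quasi-likelihood test of edgeR, with all 15 samples and 3 groups in one fit, TMM normalization and the 16567 genes that passed its filter on low counts. A gene was called changed when its Benjamini-Hochberg adjusted p was below 0.05. DESeq2, the paper's tool, was run on the same counts as an alternative, with its default settings and the same threshold. For the genes that the paper plots one by one, counts normalized by the size factors of DESeq2 were compared between pairs of groups with a two-sided exact permutation test over every assignment of 5 and 5 samples. The smallest p that this design allows is 0.00794. The Benjamini-Hochberg adjustment of these tests covered 7 genes and 3 pairs of groups, or 21 comparisons. The paper picked these genes from its own tests of the same samples. An adjustment over 21 comparisons does not cover that choice, so a low p in these tests is no independent support.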

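Between 4125962 and 9903396 reads per sample were counted on genes, with a median of 7756538 over the 15 samples. The median was 9147139 in the vehicle group, 7235362 in the RvD6 group and 6862705 in the RvD6si group. The mean total was higher in vehicle than in RvD6si (two-sided exact permutation test, n = 5 per group, p = 0.0476), while the totals of RvD6 and vehicle differed by less (p = 0.119, same exact test). At least 1 read was counted on 20078 to 22675 genes per sample, with a median of 21521. With a minimum of 10 counts in place of 1, the median fell to 15637 genes, the alternative that moved it most. A single mitochondrial ribosomal RNA gene, mt-Rnr2, and the annotated gene CT010467.1 on chromosome 17 took 2.50 to 6.57% and 4.98 to 9.97% of the counts of a sample. The 10 most counted genes took 16.1 to 17.3% of the counts in vehicle samples, 16.8 to 20.9% in RvD6 samples and 12.5 to 13.8% in RvD6si samples. The share was lower in all RvD6si samples than in any vehicle sample (n = 5 each, exact permutation p = 0.00794).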

Quality controls showed that mapped reads range from 84.63 to 93.00%, with about 20,000 expressed genes / sample. Principal component analysis (PCA) showed good separation of vehicle-treated from the RvD6si- or RvD6-treated groups (Fig. 5A). 

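The components were computed here from the log2 CPM of the 500 genes with the largest variance, since the paper's text does not name the values or genes behind its PCA. The first component held 38.4% of the variance and the second 9.20%. On the first component the RvD6 samples lay between 23.9 and 39.4, the vehicle samples between -23.9 and 9.78, and the RvD6si samples between -31.5 and 21.4. Over the same 500 genes, the difference between groups made up 35.2% of the sum of squares for RvD6 and vehicle, a share that no other split of the 10 samples into 5 and 5 reached (exact permutation p = 0.00794). RvD6si and RvD6 were also separated (34.9%, exact permutation p = 0.00794). RvD6si and vehicle were not, with a share of 9.15% that 103 splits equalled or passed (exact permutation p = 0.817). The choice of genes changed this last result most. With all 16567 genes that passed the filter, the separation of RvD6si from vehicle had an exact permutation p of 0.0159, and with the 500 most variable genes after the variance-stabilizing transformation of DESeq2 it was 0.0238. A list of bone marrow blood cell precursor genes was drawn up after the components had been seen, from genes not among those inspected. All 5 RvD6 samples exceeded all 5 vehicle samples in the mean log2 expression of its 12 tested members, with a difference of 2.00 (exact permutation p = 0.00794). As the first component already separated these samples, this p is no independent support for such RNA.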

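Against vehicle, RvD6si changed 111 genes, of which 87 were higher and 24 lower, and 2648 genes had an unadjusted p below 0.05. RvD6 changed 0 genes at the adjusted threshold and 2256 at an unadjusted p below 0.05. The number of genes changed in the same direction by both lipids was therefore 0 after adjustment. At an unadjusted p below 0.05 in both comparisons, 491 genes were higher and 441 lower under both lipids, against 1 gene raised by RvD6si and lowered by RvD6 and 11 genes with the opposite pattern. Both comparisons use the same vehicle samples, which by itself favours the same direction. With 1 sample left out of the edgeR fit, RvD6si changed from 0 to 229 genes. The counts after adjustment rose most with the choice of test. DESeq2 on all 15 samples called 920 genes for RvD6si and 369 for RvD6, and of these 58 were higher and 37 lower under both lipids. With only the 2 groups compared in each DESeq2 fit, the calls were 979 and 664, with 73 genes higher and 54 lower under both lipids. All 920 genes that DESeq2 called for RvD6si had an unadjusted p below 0.05 with edgeR, and 110 of them were also called by edgeR. In simulated counts with the spread of these samples, edgeR recovered 45% and DESeq2 61% of 100 genes given a log2 fold change of 1, and 96% and 98% of 100 genes given 2. Over all 16567 simulated genes, 10 of the 151 calls of edgeR and 31 of the 190 calls of DESeq2 were false. The changed genes were drawn only from genes above a minimum mean count, so the recovery does not cover genes with few reads.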

The two RvD6s shared 58 upregulated genes and 36 downregulated genes compared to controls (Fig. 5B). 

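Among the genes that RvD6si changed and whose 5 RvD6si samples all lay on one side of the 5 vehicle samples, the largest increases were those of Nxt2, Mpzl3 and Antxr2. Nxt2 (ENSMUSG00000042271.13, chromosome X of GRCm38, 142226770 to 142239692) had 443 ± 204 normalized counts in RvD6si and 94.3 ± 12.5 in vehicle (mean ± SD, n = 5 each). This was a log2 fold change of 2.23 (standard error 0.34, adjusted p = 0.0127). Mpzl3 (ENSMUSG00000070305.10, chromosome 9, 45055186 to 45077436) rose by 1.99 (standard error 0.41, adjusted p = 0.0346) and Antxr2 (ENSMUSG00000029338.13, chromosome 5, 97882783 to 98031043) by 1.83 (standard error 0.33, adjusted p = 0.0262). Mpzl3 passed the threshold in 7 of the 15 fits that each left out one sample and Antxr2 in 8, against 14 for Nxt2. The largest decreases were those of Vegfc, Castor1 and Malat1. Vegfc (ENSMUSG00000031520.6, chromosome 8, 54077606 to 54187096) had 22.2 ± 9.90 normalized counts in vehicle and at most 1 read in any RvD6si sample, so that it was at least 6.72-fold lower when set against a floor of 3 reads (adjusted p = 0.0430). DESeq2 gave Vegfc no adjusted p in this comparison, so it was not called there. Castor1 (ENSMUSG00000020424.3, chromosome 11, 4218225 to 4222409) had a log2 fold change of -1.30 (standard error 0.29, adjusted p = 0.0473). Malat1 (ENSMUSG00000092341.3, chromosome 19, 5795690 to 5802672) had a log2 fold change of -1.21 (standard error 0.19, adjusted p = 0.0127) and was also lower in RvD6si than in RvD6 (-1.04, adjusted p = 0.0247). Vegfc and Castor1 each passed the threshold in 3 of the 15 fits that left out one sample. With each sample's trend on gene length removed, Mpzl3, Vegfc and Castor1 did not pass it (adjusted p = 0.0513, 0.0566 and 0.0695). Mpzl3 and Malat1 each overlap a gene on the opposite strand. The 5 treated samples lay entirely on one side of the 5 vehicle samples for 106 of the 111 genes changed by RvD6si. Over all genes tested the share was 4.91% for RvD6si and 3.77% for RvD6, where chance gives 0.794%. The gene sets and background of the Enrichr analysis were not used here.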

To classify upregulated genes of RvD6si_vs_vehicle and RvD6_vs_vehicle, gene enrichment analysis was used to demonstrate that the RvD6si showed a difference in cellular comparted locations (Supplementary Fig. S2) and that activate axonal growth cone genes (gene ontology number 0044295). The box plots depict two activated genes by RvD6si in this class: *C9orf72* and *Gpm6a* (Fig. 5C). 

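C9orf72 (ENSMUSG00000028300.14) lies on chromosome 4 of GRCm38 from 35191285 to 35226175. It had 1190 ± 145 normalized counts in RvD6si, 945 ± 136 in RvD6 and 766 ± 178 in vehicle (mean ± SD, n = 5 each). The log2 fold change of RvD6si against vehicle was 0.63 (standard error 0.16, adjusted p = 0.0640 over all genes), and 4 of the 5 RvD6si samples exceeded every vehicle sample (exact permutation p = 0.0159, adjusted 0.0370 over the 21 comparisons). Gpm6a (ENSMUSG00000031517.8) lies on chromosome 8 from 54954843 to 55060871. It had 1157 ± 305 normalized counts in RvD6si, 970 ± 422 in RvD6 and 549 ± 124 in vehicle (n = 5 each). Its log2 fold change was 1.07 (standard error 0.26, adjusted p = 0.0637 over all genes), and all 5 RvD6si samples exceeded every vehicle sample (exact permutation p = 0.00794, adjusted 0.0333). DESeq2 moved the adjusted p over all genes to 0.00468 for C9orf72 and 0.00324 for Gpm6a, and to 6.83e-05 for Gpm6a with the RvD6si and vehicle samples alone. Under RvD6 the log2 fold changes against vehicle were 0.29 for C9orf72 (adjusted p = 0.439) and 0.81 for Gpm6a (adjusted p = 0.199). Between RvD6si and RvD6 neither gene passed the threshold, with log2 differences of 0.34 (unadjusted p = 0.0424, adjusted p = 0.538, edgeR) and 0.27 (adjusted p = 0.815). Both genes overlap other annotated genes, C9orf72 in part on the opposite strand.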

We also detected specific genes related to neuropeptides and ion channel receptors in the cornea that are stimulated by the addition of PEDF + DHA^19,21,24^ (Fig. 5D). 

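Tac1 (ENSMUSG00000061762.12, chromosome 6 of GRCm38, 7554879 to 7565834) had 3035 ± 568 normalized counts in vehicle, 2312 ± 244 in RvD6 and 2169 ± 209 in RvD6si (mean ± SD, n = 5 each). Its log2 fold change was -0.49 under RvD6si (standard error 0.13, adjusted p = 0.0813 over all genes) and -0.41 under RvD6 (standard error 0.13, adjusted p = 0.199). All 5 RvD6si samples and 4 of the 5 RvD6 samples lay below every vehicle sample (exact permutation p = 0.00794 and 0.0159, adjusted 0.0333 and 0.0370 over the comparisons of single genes). Calcb (ENSMUSG00000030666.11, chromosome 7, 114718643 to 114723365) had 1183 ± 85.1 normalized counts in vehicle, 832 ± 169 in RvD6 and 938 ± 69.0 in RvD6si (n = 5 each). The log2 fold change of Calcb was -0.34 under RvD6si (standard error 0.14, adjusted p = 0.231) and -0.52 under RvD6 (standard error 0.14, adjusted p = 0.143). All samples of both lipid groups lay below every vehicle sample (exact permutation p = 0.00794, adjusted 0.0333, for each lipid). With DESeq2 on all 15 samples, Tac1 passed the threshold under RvD6si (adjusted p = 0.0102) and not under RvD6 (0.0978), and Calcb passed it under RvD6 (0.0223) and not under RvD6si (0.107). The fit of DESeq2 to the RvD6si and vehicle samples alone brought Calcb under RvD6si to 0.0320. Neither gene differed between the lipids, with log2 differences of -0.08 for Tac1 (adjusted p = 0.904) and 0.18 for Calcb (adjusted p = 0.756). The mean log2 expression of 11 sensory neuron marker genes differed from vehicle by -0.39 in RvD6 (exact permutation p = 0.0238, adjusted 0.0893). In RvD6si that difference was -0.05 (same exact test, p = 0.524). Under RvD6, a fall of Tac1 and Calcb therefore cannot be told apart from a smaller share of neuronal RNA.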

The RNA-seq established that RvD6 or RvD6si reduced gene expression of two major neuropeptides, tachykinin precursor 1 (*Tac1*) that encodes Substance P (SP) and calcitonin-related polypeptide beta (*Calcb*). It is important to note that these neuropeptides, especially *Calcb*, are major pain-induced mediators in migraine and other primary headaches^30^. In contrast, the RvD6si selectively enhanced the expression of transient receptor potential melastatin 8 (*Trpm8*) channel, and neuropilin 1 (*Nrp1*), the co-receptor for several factors including class III/IV semaphorins, certain isoforms of vascular endothelial growth factor, and transforming growth factor beta^31^.

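Trpm8 (ENSMUSG00000036251.16, chromosome 1 of GRCm38, 88277661 to 88389293) had 292 ± 88.0 normalized counts in RvD6si, 198 ± 66.9 in RvD6 and 169 ± 20.1 in vehicle (mean ± SD, n = 5 each). Its log2 fold change under RvD6si was 0.78 (standard error 0.25, adjusted p = 0.128 over all genes), and all 5 RvD6si samples exceeded every vehicle sample (exact permutation p = 0.00794, adjusted 0.0333). Under RvD6 the log2 fold change was 0.22 (adjusted p = 0.741). Nrp1 (ENSMUSG00000025810.9, chromosome 8, 128358604 to 128503363) had 649 ± 91.8 normalized counts in RvD6si, 568 ± 81.8 in RvD6 and 441 ± 98.1 in vehicle (n = 5 each). The log2 fold change of Nrp1 was 0.55 under RvD6si (standard error 0.17, adjusted p = 0.115) and 0.35 under RvD6 (unadjusted p = 0.0544, adjusted p = 0.379, edgeR). In the single-gene test, 4 of the 5 RvD6si samples exceeded every vehicle sample (exact permutation p = 0.0159, adjusted 0.0370). With DESeq2 the RvD6si changes of Trpm8 and Nrp1 passed the threshold (adjusted p = 0.0339 and 0.0250). The difference between the lipids was tested directly. Trpm8 was higher in RvD6si than in RvD6 by 0.56 on the log2 scale, at an unadjusted p of 0.0379 and an adjusted p of 0.524 with edgeR, and the exact permutation test of the normalized counts gave p = 0.0873. Nrp1 was higher by 0.20 (adjusted p = 0.774, and exact permutation p = 0.167). With DESeq2 the adjusted p of this difference was 0.420 for Trpm8 and 0.798 for Nrp1. Trpm8 overlaps a gene on the opposite strand.

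**Figure D1:**
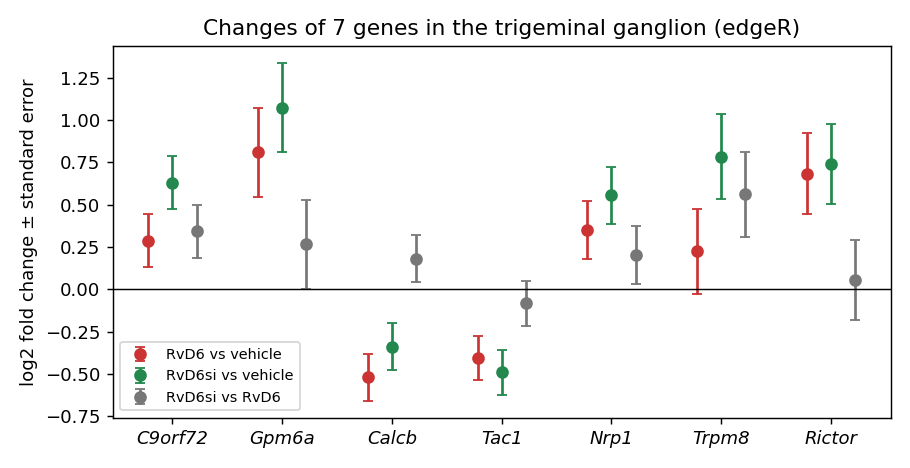
Log2 fold change with its standard error from edgeR for the 7 genes that the paper plots one by one, for RvD6 against vehicle, RvD6si against vehicle and RvD6si against RvD6 (5 samples per group). Each gene moved in the same direction under both lipids, and the difference between the lipids ranged from -0.08 for Tac1 to 0.56 for Trpm8. Both lipids were compared with the same vehicle samples, which by itself favours the same direction.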

**Figure 5:**
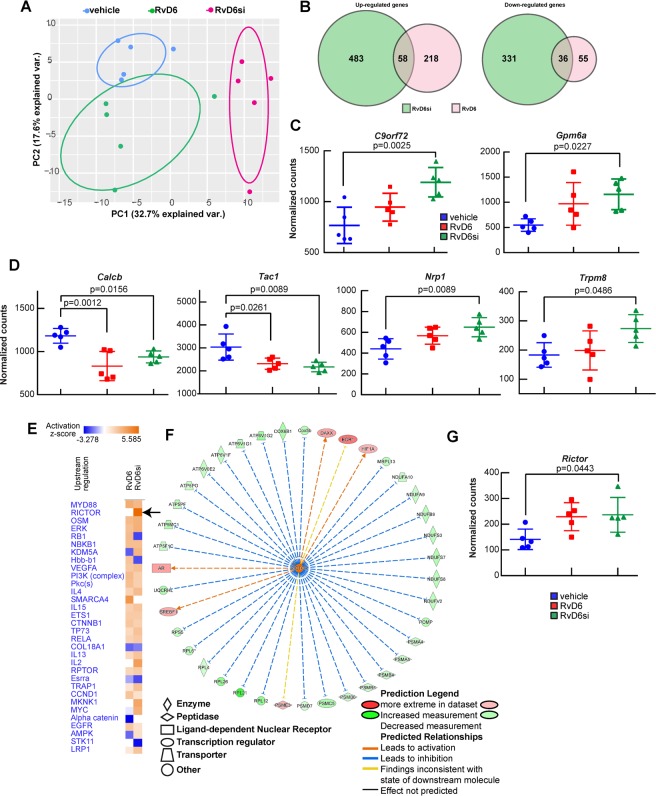
Changes in the TG transcriptome after cornea injury and RvD6s treatment. **(A)** The principal component analysis of TG RNA-sequencing data demonstrates well-clustered transcriptional profiles of the three groups of analyzed samples. **(B)** The Venn diagram of shared up- and down-regulated genes between RvD6 (pink) and RvD6si (green) with vehicle samples as reference. Inputted genes are significantly different from RvD6s compared to vehicle group (FDR < 0.05). **(C)** The box plot of two significant increase genes in the axonal growth cone classification (GO-0044295). **(D)** Changes in genes involved in inflammation and pain. (**E**–**G**) Evidence of *Rictor* gene involvement in the nerve regenerated mechanism of RvD6si. **(E)** The upstream analysis heatmap of RvD6si_vs_vehicle and RvD6_std_vs_vehicle show significant genes changes. The RICTOR is marked with bold black arrows. **(F)** The detail signaling pathways of RICTOR in RvD6si_vs_vehicle comparison is shown in the middle panel. The blunt blue arrows represent inhibited interaction, the red tip arrows represent activated interaction, and the yellow arrows represent conflicted interaction by the IPA analysis. **(G)** The box plot of *Rictor* gene expression. The statistical p-value is derived from one-way ANOVA, followed by Tukey’s honest significant difference (HSD) multiple pairwise comparisons.

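Rictor (ENSMUSG00000050310.9) lies on chromosome 15 of GRCm38 from 6708379 to 6800401, and its annotated exons span 16930 bases. It had 237 ± 67.6 normalized counts in RvD6si and 141 ± 39.7 in vehicle (mean ± SD, n = 5 each), and 4 of the 5 RvD6si samples exceeded every vehicle sample (exact permutation p = 0.0159, adjusted 0.0370 over the comparisons of single genes). The log2 fold change was 0.74 (standard error 0.24, adjusted p = 0.131 over all genes). DESeq2 gave an adjusted p of 0.0381. Across the 15 fits that each left out one sample, the log2 fold change ranged from 0.57 to 0.91. Long genes as a class were higher in the RvD6si libraries. Across the genes tested, the log2 fold change of RvD6si against vehicle rose with gene length (Spearman rho 0.290 across genes, which are not independent replicates), and the slope on log2 length was 0.10 higher in RvD6si than in vehicle samples (n = 5 each, exact permutation p = 0.0317). With each sample's trend on gene length removed, the log2 fold change of Rictor was 0.59 and its adjusted p 0.211.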

Further analysis revealed a strong induction by RvD6si of the transcriptional factor *Rictor* (Fig. 5E) that is a part of the rapamycin-insensitive mammalian target complex-2 (mTORC2) (Fig. 5E,G). There were 39 genes modulated by RICTOR modified by RvD6si. Among those, 37 (95%) genes matched the IPA knowledge collected from published data, while only two genes, *Egr1* and *Psme3*, did not fit with the prediction (yellow arrows) (Fig. 5F). It is important to note that all genes subjected to IPA analysis are significantly different (FDR < 0.05 in the DESeq2 analysis) in comparison to the vehicle-treated group. For this reason, 95% of downstream genes matched to IPA knowledge; the *Rictor* signaling is clearly stimulated in TG by RvD6si (Fig. 5G).

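Of the genes drawn in Fig. 5F, 26 symbols could be read from the figure and were tested. All 26 moved under RvD6si in the direction drawn, each at an unadjusted p below 0.05, and 1 of them, Atp6v1g2, passed the threshold after adjustment over all genes (log2 fold change -0.76, adjusted p = 0.0346). Atp6v1g2 overlaps a gene on the opposite strand, and with the trend on gene length removed 0 of the 26 passed, all 26 still at an unadjusted p below 0.05. DESeq2 called all 26. As the list holds the paper's own calls on these data, a count adjusted over the list alone (26 of 26) shows no stability. The 6 genes drawn as higher rose by 0.67 to 1.22 on the log2 scale, and the 20 drawn as lower had log2 fold changes between -1.49 and -0.37. Egr1 (ENSMUSG00000038418.7, chromosome 18 of GRCm38, 34859823 to 34864984) had 260 ± 72.5 normalized counts in RvD6si, 120 ± 50.8 in RvD6 and 111 ± 54.4 in vehicle (mean ± SD, n = 5 each), with a log2 fold change of 1.22 (standard error 0.35, adjusted p = 0.0975). Psme3 (ENSMUSG00000078652.9, chromosome 11, 101316213 to 101323537) had 220 ± 50.7 in RvD6si, 220 ± 37.8 in RvD6 and 137 ± 26.1 in vehicle (n = 5 each), with a log2 fold change of 0.67 under each lipid (adjusted p = 0.111 under RvD6si and 0.183 under RvD6). Under RvD6, all 6 genes drawn as higher and 19 of the 20 drawn as lower moved the same way, of which 2 and 10 had an unadjusted p below 0.05. The paper selected these genes for their difference from the vehicle samples that also serve the RvD6 comparison. That by itself favours the same direction, so these numbers do not show a shared effect of the lipids. Of the 26, DESeq2 called Psme3 (adjusted p = 0.0488) and Atp6v0e2 (adjusted p = 0.0305) under RvD6. Between RvD6si and RvD6, 0 of the 26 genes passed the adjusted threshold, and 3 and 5 had an unadjusted p below 0.05.

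Most genes drawn as lower belong to families whose members were also averaged as a whole. These families were chosen because Fig. 5F holds their genes, which the paper called on the same samples. Their averages include genes drawn there, so a low p under RvD6si is no independent support. Against vehicle, RvD6si changed the mean log2 expression of 77 mitochondrial ribosomal protein genes by -0.32 (lower in 5 of 5 samples than in any vehicle sample, exact permutation p = 0.00794, adjusted 0.0571 over 18 comparisons), of 94 respiratory chain and ATP synthase genes by -0.35 (3 of 5 samples below every vehicle sample, exact permutation p = 0.0317, adjusted 0.0714), of 48 proteasome genes by -0.19 (4 of 5 samples, p = 0.0159, adjusted 0.0571, same exact test) and of 17 V-ATPase genes by -0.20 (3 of 5 samples, p = 0.0238, adjusted 0.0612, same exact test). The 85 cytosolic ribosomal protein genes changed by -0.38 with a wide spread among the RvD6si samples (3 of 5 samples, exact permutation p = 0.0794, adjusted 0.119). The 13 mitochondrially encoded genes changed by -0.14, and by 0.10 once the trend on gene length was removed. Removing that trend moved the mitochondrial ribosomal protein genes to -0.26 with an adjusted exact permutation p of 0.0476, and the respiratory chain and ATP synthase genes to -0.22 with an exact permutation p of 0.135 (adjusted 0.221). Several of these families were also lower under RvD6, in a comparison with the same vehicle samples. The differences of RvD6 from vehicle were -0.24 for the mitochondrial ribosomal protein genes and -0.23 for the proteasome genes (exact permutation p = 0.0159, adjusted 0.0571, for each), -0.23 for the respiratory chain and ATP synthase genes (exact permutation p = 0.0238, adjusted 0.0612), and -0.05 for the V-ATPase genes (exact permutation p = 0.532). Between RvD6si and RvD6 none of these 4 families fell below 0.05 (exact permutation p from 0.0635 to 0.611), though the V-ATPase genes reached 0.0476 with RLE normalization (same exact test, adjusted 0.0857). The mitochondrially encoded genes were lower in RvD6si than in RvD6 by a difference of -0.41 (5 of 5 samples, exact permutation p = 0.00794, adjusted 0.0571). With the trend on gene length removed, it was -0.28 (2 of 5 samples below every RvD6 sample, exact permutation p = 0.0714, adjusted 0.159). From the share of the genes in Fig. 5F whose direction matched the IPA knowledge base, the paper concludes that RvD6si stimulates Rictor signaling in the TG.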

## Discussion

Previous studies from our laboratory have demonstrated the potential use of PEDF + DHA for corneal wound healing and nerve regeneration in post-surgical models of rabbits and mice^20–25^. This included the observation that activation of the iPLA2ζ activity of the PEDF-R releases DHA from phospholipids, suggesting that docosanoids could be synthesized in the cornea^25^. Here, we report the finding identification and characterization of its bioactivity of a novel Resolvin D6si in tears that is derived from DHA upon activation of PEDF on its receptor. The full MS/MS fragmentation of the RvD6si matches six characteristic ions with the RvD6 as well as the UV diode array profile (Fig. 1). The biological activity revealed that it enhances corneal wound healing and sensitivity recovery, more potently than PEDF + DHA after corneal PRK-mimic surgery (Fig. 3). These results indicate that RvD6si is the main lipid mediator that contributes to the signaling mechanism of the action of PEDF + DHA. Moreover, the RvD6s and PEDF + DHA treatments show similar enhancement in corneal innervation at 12 days after injury and treatment (Fig. 5).

Resolvin D6 was described in human polymorphonuclear neutrophils^32^, skin^33^, brain^34^, cerebrospinal fluid^35^, and plasma^36^. However, this is the first report demonstrating a biological function of RvD6 and of a novel stereoisomer. The formation of potent bioactive mediators from DHA was proposed when mono-, di-, and tri-hydroxy DHA-derivatives were detected as enzyme-mediated products of oxygenated metabolites of DHA in the retina^37^. Unlike the retina, where photoreceptor membranes have high DHA content esterified at the sn-2 position of phospholipids^38^, the cornea contains more AA at that position^25,39^. For this reason, the addition of exogenous DHA is required to synthesize docosanoids rather than eicosanoids. Further, the RvD6si was not detected when corneas were treated with DHA or PEDF alone (data not shown), supporting the premise that novel RvD6si is only detected when corneas are treated with PEDF + DHA. This observation is in agreement with a previous study showing that neither RvD6 nor its stereoisomers were detected in human tear samples^40^. Since the RvD6si was found primarily in the tears or media of corneas in organ culture, this suggests that the RvD6si needs to be secreted into the extracellular compartment to become functional. The biological activity may be elicited through a receptor and, in turn, modulates cell signaling and transcription factors, upregulating, as a consequence, neurotrophic genes in the cornea^25^. RvD6si may act in autocrine fashion and/or may diffuse through tears and act as a paracrine signal on other ocular surface cells.

Most of the corneal nerves originate from neurons localized in the TG^6^. Therefore, using unbiased RNA sequencing, we have deciphered here that RVD6 and RvD6si shared a small number of upregulated genes in the TG, implicating that the signaling mechanism of their biological activities have differences. 

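Across the 16567 genes tested, the log2 fold changes of the 2 lipids against the same 5 vehicle samples had a Spearman rho of 0.566 (across genes, which are not independent replicates, and with a vehicle group common to both comparisons). Of the 111 genes changed by RvD6si, 108 moved in the same direction under RvD6, with a median ratio of the RvD6 to the RvD6si log2 fold change of 0.470. For the 920 genes called by DESeq2 the same held for 883, or 96.0%, with a median ratio of 0.567. These genes were selected for their difference from the vehicle samples that also serve the RvD6 comparison, which by itself favours the same direction, so these numbers do not show a shared effect of the lipids. Whether a gene called under RvD6si alone differs between the lipids was tested by comparing RvD6si with RvD6. DESeq2 called 825 genes under RvD6si and not, in the same direction, under RvD6. Of these, 52, or 6.30%, also differed between RvD6si and RvD6 at the same threshold and in the same direction, 31 of them higher and 21 lower. With edgeR the number was 5 of 111. In all, edgeR found 39 genes that differed between the lipids, 2 higher and 37 lower in RvD6si, and 1461 at an unadjusted p below 0.05, 693 higher and 768 lower. DESeq2 found 185, 51 higher and 134 lower.

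**Figure D2:**
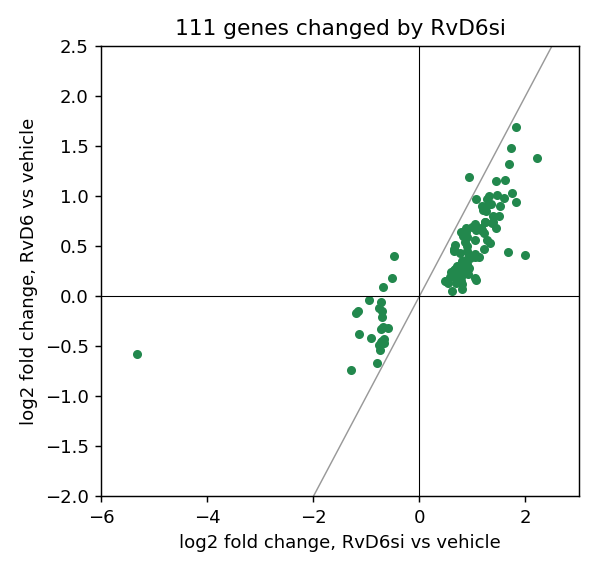
Log2 fold change against vehicle under RvD6 (vertical) and under RvD6si (horizontal) for the 111 genes that edgeR called changed by RvD6si, with one point per gene and the line of equal change in grey. Points lie in the same direction under both lipids for 108 genes, and the point at the far left is Vegfc, whose RvD6si counts were at or under 1 read.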

The RNA-seq data reveal a strong activation by the RvD6si of two genes, *C9orf72* and *Gpm6a*, that stimulate neurogenesis and growth cone formation^41,42^. We also found genes related to pain since corneal neuropathic pain can occur after nerve damage^43^. The expression of two genes involved in pain was decreased in corneas treated with the RvD6si: *Tac1* that encodes SP, which is one of the most abundant neuropeptides expressed in corneal nerves^26–28^. SP exerts proinflammatory effects, and preclinical studies linked their action to chronic pain^44^. Besides, *Tac1* is upregulated in the TG after corneal injury supporting the finding that corneal nerves “sense” and transmit the inflammatory signal to the TG^45^. The other is *Calcb*, which encodes Calcitonin gene-related peptide (CGRP). CGRP is also abundant in corneal nerves^21^ and plays an essential role in neurogenic inflammation and pain^30^. Another important gene in this category is *Trmp8*. TRPM8 channels regulate the wetting of the ocular surface and have an analgesic effect on chronic pain^17,46–49^. Previous studies in mice where the nerves had been damaged showed that TRPM8-positive nerve fibers only reach 50% of their normal density by 3 months after the injury, suggesting that the decrease in TRPM8 nerve terminals can contribute to dry eye-like pain^19^. The increased expression of Trpm8 after injury and treatment with RvD6si suggests that the new lipid could protect corneas from pain. In addition, the selective increase of *Nrp1* is also interesting, since it is the co-receptor of SEMA3A that has been shown to attenuate mechanical allodynia in a rat model of sciatic nerve injury^50^.

Our results disclose that the RvD6si potently and selectively induces *Rictor* gene expression in the TG. 

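Under RvD6, Rictor had 229 ± 54.5 normalized counts (mean ± SD, n = 5), a log2 fold change of 0.68 against vehicle (standard error 0.24, unadjusted p = 0.00990, adjusted p = 0.223 with edgeR and 0.115 with DESeq2). In the single-gene test of RvD6 against vehicle, 3 of the 5 RvD6 samples exceeded every vehicle sample (exact permutation p = 0.0238, adjusted 0.0500). The difference between RvD6si and RvD6 was 0.06 on the log2 scale (standard error 0.24, adjusted p = 0.974), less than the spread between replicates, and the exact permutation test of the normalized counts gave p = 0.841. DESeq2 put this difference at 0.05 (adjusted p = 0.982). With a skeletal muscle score of each sample as a covariate, a setting chosen after the data had been seen, the difference changed sign to -0.23 with edgeR.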

As a regulator of PI3K/Akt pathways, RICTOR is a key component of mTORC2 and is clearly involved in cell proliferation and repair. In agreement with this concept, the deletion of *Rictor* or mTORC2 inhibited the sensory-axonal regeneration in mice after dorsal root ganglion injury^51^.

In conclusion, our data demonstrate that a new RvD6si produced by the injured cornea after PEDF + DHA treatment is necessary for corneal wound healing and nerve regeneration. This novel lipid mediator activates signaling that communicates from the cornea to TG neurons, and as a response, modulates specific gene signatures that enhance axon growth, decrease neuropathic pain, and foster containment of dry eye. Our findings open potential therapeutic avenues using RvD6sifor impaired-corneal nerve diseases, including dry eye, corneal neurotrophic ulcers, neurotrophic keratitis, and neuropathic pain.

## Methods

### Animals

Ten-week-old male CD1 mice were purchased from Charles River (Wilmington, MA, USA) and maintained in a 12-h dark/light cycle at 30 lux at the animal care facility at the Neuroscience Center of Excellence, Louisiana State University Health New Orleans, New Orleans, LA. The animals were handled in compliance with the guidelines of the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research, and the experimental protocols were approved by the Institutional Animal Care and Use Committee at Louisiana State University Health New Orleans.

### Corneal injury and treatment

Mice were anesthetized with a mix of ketamine (200 mg/kg) and xylazine (10 mg/kg) that was injected intraperitoneally, and one drop of proparacaine hydrochloride solution (0.5%) was applied to the right eye subjected to injury. As previously described^19,29^, the center of the cornea was demarcated with a 2 mm trephine, and the epithelium and the anterior stroma were gently removed under a surgical microscope using a corneal rust ring remover (Algerbrush II; Alger Equipment Co., Lago Vista, TX, USA). One drop of 0.3% of tobramycin ophthalmic solution (Henry Schein, Melville, NY, USA) was applied to the eye to prevent postoperative infection. The same investigator (J.H.) performed all surgeries. Afterward, 10 µl of PEDF (50 ng/ml) plus DHA (50 nM) or DHA-derived lipid mediators were applied topically, as explained in each experimental design.

### Lipidomic analysis

Five microliters of sterile PBS was instilled in the inferior cul-de-sac of the mouse eye, and 30 s later, tears were collected in 1 mL of ice-cold MeOH containing 1 g/L Butylated hydroxytoluene followed by the addition of 2 ml of CHCl_3_ and 5 μl of an internal standard mixture of deuterium-labeled lipids AA-d8 (5 ng/μl), PGD_2_-d4 (1 ng/μl), EPA-d5 (1 ng/μl), 15-HETE-d8 (1 ng/μl), and LTB_4_-d4 (1 ng/μl). The samples were sonicated in a water bath for 30 min and stored at −80 °C overnight. The next day, the samples were centrifuged, the supernatant was collected, and the pellet was washed with 1 ml of CHCl_3_/MeOH (2:1) and centrifuged, and then the supernatants were combined. Water at pH 3.5 was added to the supernatant at the ratio 1:5, vortexed, and centrifuged, and the pH of the upper phase was adjusted to 3.5–4.0 with 1 N HCl. The lower phase was collected, dried under N_2_, and then resuspended in 1 ml of MeOH and stored at −80 °C.

For corneal organ culture experiments, 2 mL of media was collected and centrifugated at 14,000 rpm for 15 min at 4 °C to remove cellular debris. Lipids were extracted by the Blight and Dyer method^52^. Briefly, 3.75 ml of a mixture of CHCl_3_: MeOH (1:2) was added to 1 ml of sample and 5 μl of the deuterium-labeled internal standard mixture of lipids. The samples were vortexed and stored at −80 °C overnight. Next, to make two phases, 2.5 ml of CHCl_3_ was added and vortexed, and then 2.5 mL of water (pH 3.5) was added, vortexed, and the pH of the upper phase adjusted to 3.5–4.0 with 1 N HCl. The lower phase was dried down under N_2_, resuspended in 1 ml of MeOH, and stored at −80 °C.

LC-MS/MS analysis was performed in a Xevo TQ equipped with Acquity I class ultra-performance liquid chromatography (UPLC) with a flow-through needle (Waters Corporation, Milford, MA). As previously described^25,53^, samples were dried under N_2_, resuspended in 20 μl of MeOH/H_2_O (2:1), and injected into a CORTECS C18 2.7 μm 4.6 × 100 mm column (Water, MA). The column temperature was set at 45 °C with a flow of 0.6 ml/min. The initial mobile phase consisted of 45% solvent A (H_2_O + 0.01% acetic acid) and 55% solvent B (MeOH + 0.01% acetic acid) and then a gradient to 15% solvent A for the first 10 min followed by a gradient to 2% solvent A for 18 min, 2% solvent A run isocratically until 25 min, and then a gradient back to 45% solvent A for re-equilibration until 30 min. Lipid standards (Cayman, Ann Arbor, MI) were used for tuning and optimization, as well as to create calibration curves for each compound. RvD6 [4S,17S-dihydroxy-5*E*,7*Z*,10*Z*,13*Z*,15*E*,19*Z*-docosahexaenoic acid] standard was a generous gift of Dr. Charles Serhan (Harvard University, Boston, MA, USA).

### Production of Resolvin D6si from mouse tears and cornea

Mouse corneas (n = 60) were injured and treated topically with PEDF + DHA for 4 h. Tears were collected in MeOH and stored at −80 °C. After 24 h, mice were euthanized, and injured corneas were excised and cultured with PEDF + DHA in DMEM/F12 media for 4 h. The medium was collected, and lipids were extracted as described above. Lipids from pooled tears and cornea-cultured media were subjected to UPLC separation using a C18 column (Water, MA). Twelve fractions (30 sec/fraction) between 6–12 min after injection were collected. The procedure was repeated at least 8 times with 25 µl of sample/run until all the sample was fractionated. Each fraction was dried under N_2_ and resuspended in 1 mL of MeOH. The presence of RvD6si in 10 µl of each fraction was confirm using the described LC-MS/MS system. The fractions with high purity and concentration of RvD6si were pooled and stored at −80 °C until needed for the *in vivo* experiments.

### Corneal wound healing

As previously described^29^, mice were euthanized 20 h after injury and treatment, and corneas were stained with 0.5% methylene blue for 20sec and then washed with PBS for 2 min. Photographs were taken with a dissecting microscope (SMZ 1500; Nikon, Tokyo, Japan) through an attached digital camera (DXM 1200; Nikon). The images corresponding to the wounded area were quantified using Photoshop CC 2014 software (Adobe, San Jose, CA, USA).

### Corneal sensitivity measurement

The non-contact corneal aesthesiometer has been described as a more reliable method than the standard Cochet-Bonnet aesthesiometer to determine the corneal sensation threshold^54^. Therefore, for corneal sensation measurement, the Belmonte non-contact corneal aesthesiometer^55^ was used with some modification. Briefly, one researcher held the mouse and kept the air output needle at a distance of 3 mm from the cornea. Another researcher controlled the air flow rate. The measurements started at an air flow rate of 80 ml per minute and then increased gradually by ten units until the mouse started blinking. When the mouse blinked, the air flow rate was recorded as the final corneal sensitivity index.

### Corneal nerve analysis

Twelve days after injury and treatment, mice were euthanized, and the eyes enucleated and fixed with Zamboni’s fixative (American Master Tech Scientific, Lodi, CA, USA) for 45 min at room temperature. As previously described^19,24,29^, the corneas were then excised and fixed for an additional 15 min, followed by 3 washes with PBS. To block nonspecific binding, corneas were incubated with 10% normal goat serum plus 0.5% Triton X-100 in PBS for 1 h at room temperature. Afterward, corneas were incubated with the primary antibodies, rabbit monoclonal anti-PGP9.5 (1:500), (ab108986; Abcam, Cambridge, MA, USA), and rat monoclonal anti-substance-P (SP; 1:100) (sc-21715; Santa Cruz Biotechnology, Dallas, TX, USA) for 24 h at room temperature with constant shaking. After being washed with PBS, the corneas were incubated with the corresponding secondary antibodies goat anti-rabbit Alexa-Fluor 488 (1:1000) and goat anti-rat Alexa-Fluor 488 (1:1000) (Thermo Fisher Scientific, Waltham, MA, USA) for 24 h at 4 °C. Four radial cuts were performed on each cornea that was flatly mounted on a slide with the endothelium side up and examined with a fluorescent microscope (Deconvolution microscope DP80; Olympus, Tokyo, Japan). The images were merged together to build the entire view of the corneal nerve network. The corneal nerve density was measured using Photoshop CC 2014 (Adobe) as previously described^26,29^.

### Trigeminal ganglion RNA sequencing

TG corresponding to the injury eye side (n = 5) were harvested and kept in RNAlater solution (Thermo Fisher Scientific) until homogenized on ice using a Dounce homogenizer. Total mRNA was extracted using an RNeasy mini kit (Qiagen, Germantown, MD, USA) as described by the manufacturer. The purity and concentration of RNA were determined with a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific), and the samples were stored at −80 °C until used. RNA sequencing was performed using the adapted Smart-seq2 protocol^56^. Briefly, one ng of total RNA was reverse transcribed with the Oligo-dT_30_VN and template-switching oligo (TSO) primers. The total cDNAs were amplified using ISPCR primer, and the library was made using the Nextera XT DNA library preparation kit (Illumina, San Diego, CA, USA). The libraries were pooled using the same molarity and sequenced using the NextSeq 500/550 High Output Kit v2 (75 cycles, Illumina). After demultiplexing, RNA-seq data were aligned to the GENCODE GRCm38 mouse primary genome assembly (Release M22, gencodegenes.org/mouse/) using the RSubread package v1.34.6 for R v3.6.1^57^. The outputted BAM files for sequencing data alignment were counted using featureCounts function (Subread v1.6.5 in Ubuntu LTS 16.4 operating system)^58^. Next, the raw count data were subjected to differential gene expression analysis using DESeq2 package for R^59^. The adjusted p-values were regarded as the false discover rate (FDR). Significantly changed genes (FDR < 0.05) between RvD6si_vs_vehicle and RvD6_vs_vehicle were subjected to the enrichment analysis using Enrichr^60^ and pathway analysis using the IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

### Statistical analysis

Data are expressed as mean ± SD of ≥3 independent experiments. The data were analyzed by 1-way ANOVA followed by Tukey honest significant difference post hoc test at 95% confidence level to compare the different groups and considered significant when p < 0.05. All statistical analyses were performed using the Stata 14 (StataCorp, College Station, TX, USA). Graphs were made using Prism 7 software (GraphPad Software, La Jolla, CA, USA) and Bio Vinci (BioTuring, La Jolla, CA, USA). For the sequencing data, since the DE-Seq2 analysis does not provide the multi-samples comparison, the normalized counts from DE-Seq2 were used as the input of ANOVA test.

## Supplementary information

Supplementary Data.

## Data Availability

Completed RNA-Seq data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession code GSE138685.

## References

[1] Shaheen BS, Bakir M, Jain S (2014). Corneal nerves in health and disease. Surv. Ophthalmol..

[2] He J, Bazan HEP (2012). Mapping the nerve architecture of diabetic human corneas. Ophthalmology.

[3] Hamrah P (2010). Corneal sensation and subbasal nerve alterations in patients with herpes simplex keratitis: an *in vivo* confocal microscopy study. Ophthalmology.

[4] Cruzat A (2011). Inflammation and the nervous system: the connection in the cornea in patients with infectious keratitis. Invest. Ophthalmol. Vis. Sci..

[5] He J, Bazan HEP (2013). Corneal nerve architecture in a donor with unilateral epithelial basement membrane dystrophy. Ophthalmic Res..

[6] Müller LJ, Marfurt CF, Kruse F, Tervo TMT (2003). Corneal nerves: structure, contents and function. Exp. Eye Res..

[7] He J, Bazan NG, Bazan HEP (2010). Mapping the entire human corneal nerve architecture. Exp. Eye Res..

[8] Patel DV, McGhee CNJ (2005). Mapping of the normal human corneal sub-Basal nerve plexus by *in vivo* laser scanning confocal microscopy. Invest. Ophthalmol. Vis. Sci..

[9] Erie JC, McLaren JW, Hodge DO, Bourne WM (2005). Recovery of corneal subbasal nerve density after PRK and LASIK. Am. J. Ophthalmol..

[10] Chao C, Golebiowski B, Stapleton F (2014). The role of corneal innervation in LASIK-induced neuropathic dry eye. Ocul. Surf..

[11] Kymionis GD (2009). Fifteen-year follow-up after anterior chamber phakic intraocular lens implantation in one and LASIK in the fellow eye. Semin. Ophthalmol..

[12] Linna TU (2000). Effect of myopic LASIK on corneal sensitivity and morphology of subbasal nerves. Invest. Ophthalmol. Vis. Sci..

[13] Lee BH, McLaren JW, Erie JC, Hodge DO, Bourne WM (2002). Reinnervation in the cornea after LASIK. Invest. Ophthalmol. Vis. Sci..

[14] Hovanesian JA, Shah SS, Maloney RK (2001). Symptoms of dry eye and recurrent erosion syndrome after refractive surgery. J. Cataract Refract. Surg..

[15] Rosenthal P, Borsook D (2016). Ocular neuropathic pain. Br. J. Ophthalmol..

[16] Hirata H, Meng ID (2010). Cold-Sensitive Corneal Afferents Respond to a Variety of Ocular Stimuli Central to Tear Production: Implications for Dry Eye Disease. Invest. Ophthalmol. Vis. Sci..

[17] Belmonte C, Gallar J (2011). Cold Thermoreceptors, Unexpected Players in Tear Production and Ocular Dryness Sensations. Invest. Ophthalmol. Vis. Sci..

[18] Robbins A, Kurose M, Winterson BJ, Meng ID (2012). Menthol Activation of Corneal Cool Cells Induces TRPM8-Mediated Lacrimation but Not Nociceptive Responses in Rodents. Invest. Ophthalmol. Vis. Sci..

[19] He J, Pham TL, Kakazu AH, Bazan HEP (2019). Remodeling of Substance P Sensory Nerves and Transient Receptor Potential Melastatin 8 (TRPM8) Cold Receptors After Corneal Experimental Surgery. Invest. Ophthalmol. Vis. Sci..

[20] Cortina MS, He J, Li N, Bazan NG, Bazan HEP (2010). Neuroprotectin D1 Synthesis and Corneal Nerve Regeneration after Experimental Surgery and Treatment with PEDF plus DHA. Invest. Ophthalmol. Vis. Sci..

[21] Cortina MS, He J, Li N, Bazan NG, Bazan HEP (2012). Recovery of corneal sensitivity, calcitonin gene-related peptide-positive nerves, and increased wound healing induced by pigment epithelial-derived factor plus docosahexaenoic acid after experimental surgery. Arch. Ophthalmol. Chic. Ill 1960.

[22] He J, Cortina MS, Kakazu A, Bazan HEP (2015). The PEDF Neuroprotective Domain Plus DHA Induces Corneal Nerve Regeneration After Experimental Surgery. Invest. Ophthalmol. Vis. Sci..

[23] He J (2017). PEDF plus DHA modulate inflammation and stimulate nerve regeneration after HSV-1 infection. Exp. Eye Res..

[24] He J, Pham TL, Kakazu A, Bazan HEP (2017). Recovery of Corneal Sensitivity and Increase in Nerve Density and Wound Healing in Diabetic Mice After PEDF Plus DHA Treatment. Diabetes.

[25] Pham TL (2017). Defining a mechanistic link between pigment epithelium-derived factor, docosahexaenoic acid, and corneal nerve regeneration. J. Biol. Chem..

[26] He J, Bazan HEP (2016). Neuroanatomy and Neurochemistry of Mouse Cornea. Invest. Ophthalmol. Vis. Sci..

[27] Tervo K (1982). Substance P-immunoreactive nerves in the human cornea and iris. Invest. Ophthalmol. Vis. Sci..

[28] He J, Pham TL, Bazan HEP (2019). Mapping the entire nerve architecture of the cat cornea. Vet. Ophthalmol..

[29] Pham Thang Luong, Kakazu Azucena, He Jiucheng, Bazan Haydee E. P. (2018). Mouse strains and sexual divergence in corneal innervation and nerve regeneration. The FASEB Journal.

[30] Iyengar S, Ossipov MH, Johnson KW (2017). The role of calcitonin gene–related peptide in peripheral and central pain mechanisms including migraine. Pain.

[31] Chaudhary B, Khaled YS, Ammori BJ, Elkord E (2014). Neuropilin 1: function and therapeutic potential in cancer. Cancer Immunol. Immunother. CII.

[32] Serhan CN (2002). Resolvins: a family of bioactive products of omega-3 fatty acid transformation circuits initiated by aspirin treatment that counter proinflammation signals. J. Exp. Med..

[33] Motwani, M. P. *et al*. Pro-resolving mediators promote resolution in a human skin model of UV-killed Escherichia coli-driven acute inflammation. *JCI Insight***3**, (2018).10.1172/jci.insight.94463PMC592690829563331

[34] Marcheselli VL (2003). Novel docosanoids inhibit brain ischemia-reperfusion-mediated leukocyte infiltration and pro-inflammatory gene expression. J. Biol. Chem..

[35] Mai, N. T. *et al*. A randomised double blind placebo controlled phase 2 trial of adjunctive aspirin for tuberculous meningitis in HIV-uninfected adults. *eLife***7**, (2018).10.7554/eLife.33478PMC586252729482717

[36] Elajami TK (2016). Specialized proresolving lipid mediators in patients with coronary artery disease and their potential for clot remodeling. FASEB J. Off. Publ. Fed. Am. Soc. Exp. Biol..

[37] Bazan NG, Birkle DL, Reddy TS (1984). Docosahexaenoic acid (22:6, n-3) is metabolized to lipoxygenase reaction products in the retina. Biochem. Biophys. Res. Commun..

[38] Anderson RE, Maude MB (1972). Lipids of ocular tissues: VIII. The effects of essential fatty acid deficiency on the phospholipids of the photoreceptor membranes of rat retina. Arch. Biochem. Biophys..

[39] Bazan HE, Bazan NG (1984). Composition of phospholipids and free fatty acids and incorporation of labeled arachidonic acid in rabbit cornea. Comparison of epithelium, stroma and endothelium. Curr. Eye Res..

[40] English JT, Norris PC, Hodges RR, Dartt DA, Serhan CN (2017). Identification and Profiling of Specialized Pro-Resolving Mediators in Human Tears by Lipid Mediator Metabolomics. Prostaglandins Leukot. Essent. Fatty Acids.

[41] Sivadasan R (2016). C9ORF72 interaction with cofilin modulates actin dynamics in motor neurons. Nat. Neurosci..

[42] Formoso K, Garcia MD, Frasch AC, Scorticati C (2016). Evidence for a role of glycoprotein M6a in dendritic spine formation and synaptogenesis. Mol. Cell. Neurosci..

[43] Goyal S, Hamrah P (2016). Understanding Neuropathic Corneal Pain–Gaps and Current Therapeutic Approaches. Semin. Ophthalmol..

[44] Zieglgänsberger W (2019). Substance P and pain chronicity. Cell Tissue Res..

[45] Ferrari G (2014). Ocular Surface Injury Induces Inflammation in the Brain: *In Vivo* and *Ex Vivo* Evidence of a Corneal–Trigeminal Axis. Invest. Ophthalmol. Vis. Sci..

[46] Parra A (2010). Ocular surface wetness is regulated by TRPM8-dependent cold thermoreceptors of the cornea. Nat. Med..

[47] Proudfoot CJ (2006). Analgesia mediated by the TRPM8 cold receptor in chronic neuropathic pain. Curr. Biol. CB.

[48] Liu B (2013). TRPM8 is the Principal Mediator of Menthol-induced Analgesia of Acute and Inflammatory Pain. Pain.

[49] Fernández-Peña C, Viana F (2013). Targeting TRPM8 for Pain Relief. *Open*. Pain J..

[50] Hayashi M (2011). Intrathecally administered Sema3A protein attenuates neuropathic pain behavior in rats with chronic constriction injury of the sciatic nerve. Neurosci. Res..

[51] Chen, W. *et al*. Rapamycin-Resistant mTOR Activity Is Required for Sensory Axon Regeneration Induced by a Conditioning Lesion. *eNeuro***3**, (2017).10.1523/ENEURO.0358-16.2016PMC523412728101526

[52] Bligh EG, Dyer WJ (1959). A Rapid Method of Total Lipid Extraction and Purification. Can. J. Biochem. Physiol..

[53] Do KV (2019). Elovanoids counteract oligomeric β-amyloid-induced gene expression and protect photoreceptors. Proc. Natl. Acad. Sci. USA.

[54] Murphy PJ, Lawrenson JG, Patel S, Marshall J (1998). Reliability of the non-contact corneal aesthesiometer and its comparison with the Cochet-Bonnet aesthesiometer. Ophthalmic Physiol. Opt. J. Br. Coll. Ophthalmic Opt. Optom..

[55] Belmonte C, Acosta MC, Schmelz M, Gallar J (1999). Measurement of corneal sensitivity to mechanical and chemical stimulation with a CO2 esthesiometer. Invest. Ophthalmol. Vis. Sci..

[56] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[57] Liao Y, Smyth GK, Shi W (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res..

[58] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinforma. Oxf. Engl..

[59] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[60] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

# Supplementary material for: Novel RvD6 stereoisomer induces corneal nerve regeneration and wound healing post-injury by modulating trigeminal transcriptomic signature
**Source:** Sci Rep. 2020 Mar 12;10:4582. doi: 10.1038/s41598-020-61390-8
**Supplement:** Supplementary file 1 — Supplementary Data.

## **Supplementary Material for**

**Novel RvD6 stereoisomer induces corneal nerve regeneration and wound healing post-injury by modulating trigeminal transcriptomic signature**

**Thang L. Pham, Azucena Kakazu, Jiucheng He, Bokkyoo Jun, Nicolas G. Bazan, Haydee E. P. Bazan<sup>1</sup>**

**This PDF file includes:**

Supplementary Figures S1-S2

### Supplementary Figure S1

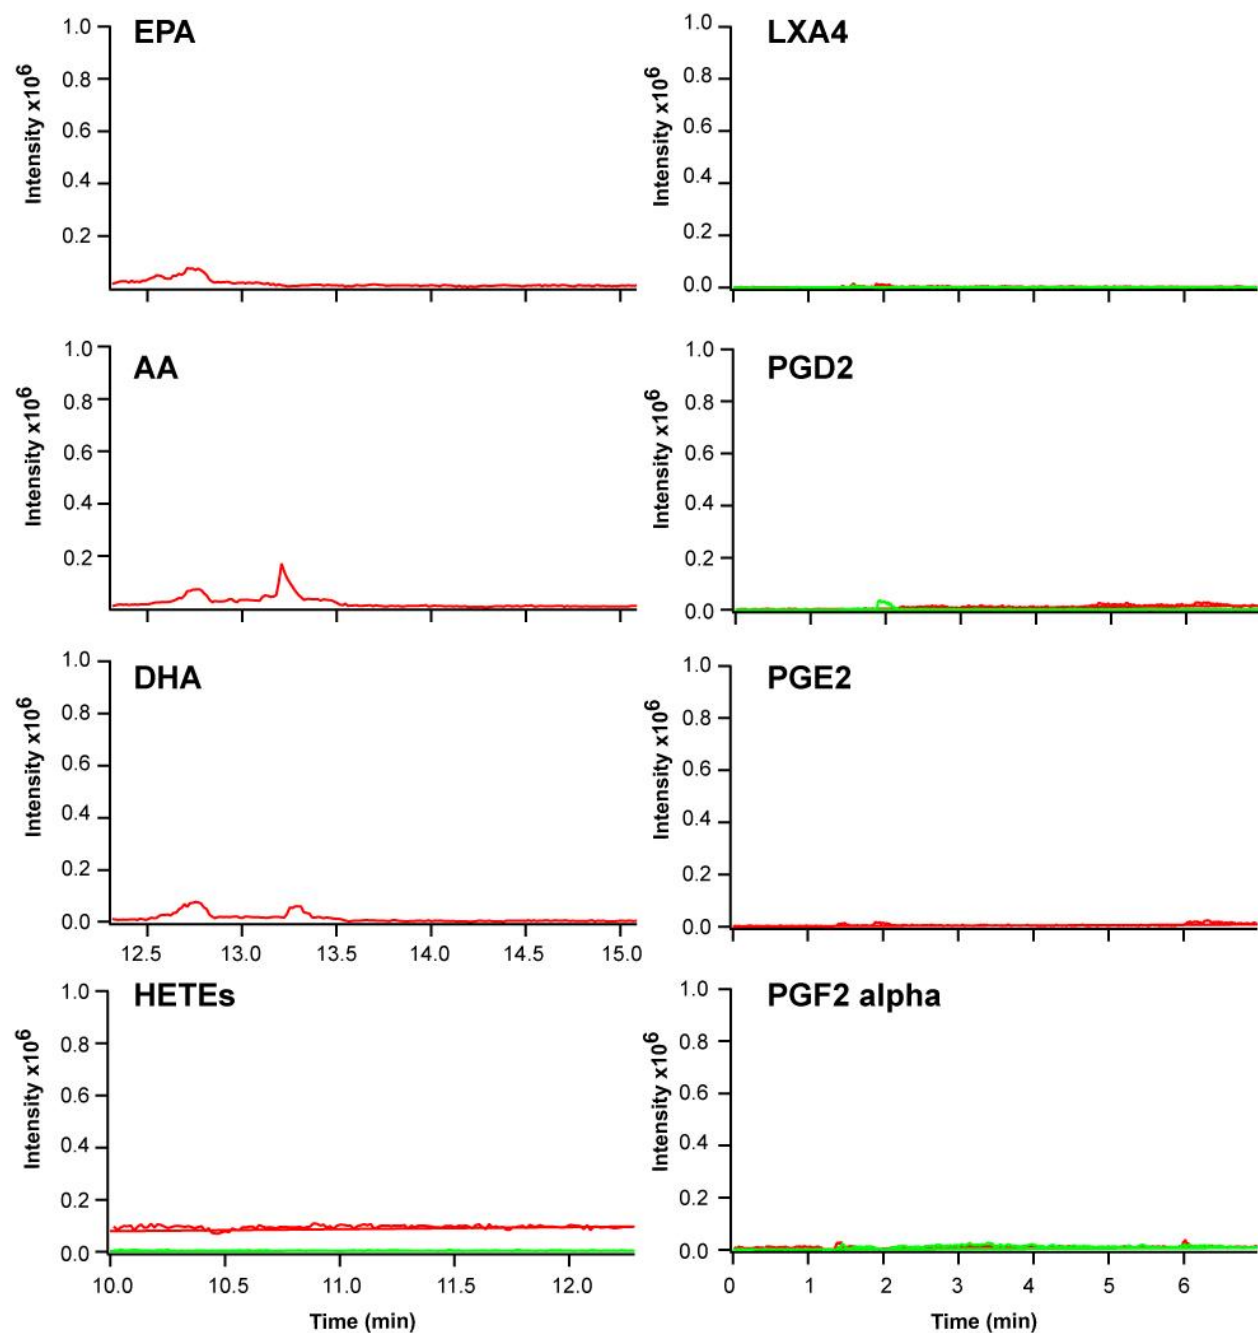

**Supplementary Figure S1. High purity of isolated RvD6si from biological production.** The samples from fractions 6 to 8 were pooled and analyzed using LC-MS/MS with specific MRM windows to detect DHA, EPA, and AA and its derivatives including HETEs, LXA4, PGD2, PGE2, PGF2 alpha. All MRM windows show trace amounts of targeted compounds suggesting that the isolated RvD6 is pure.

## Supplementary Figure S2

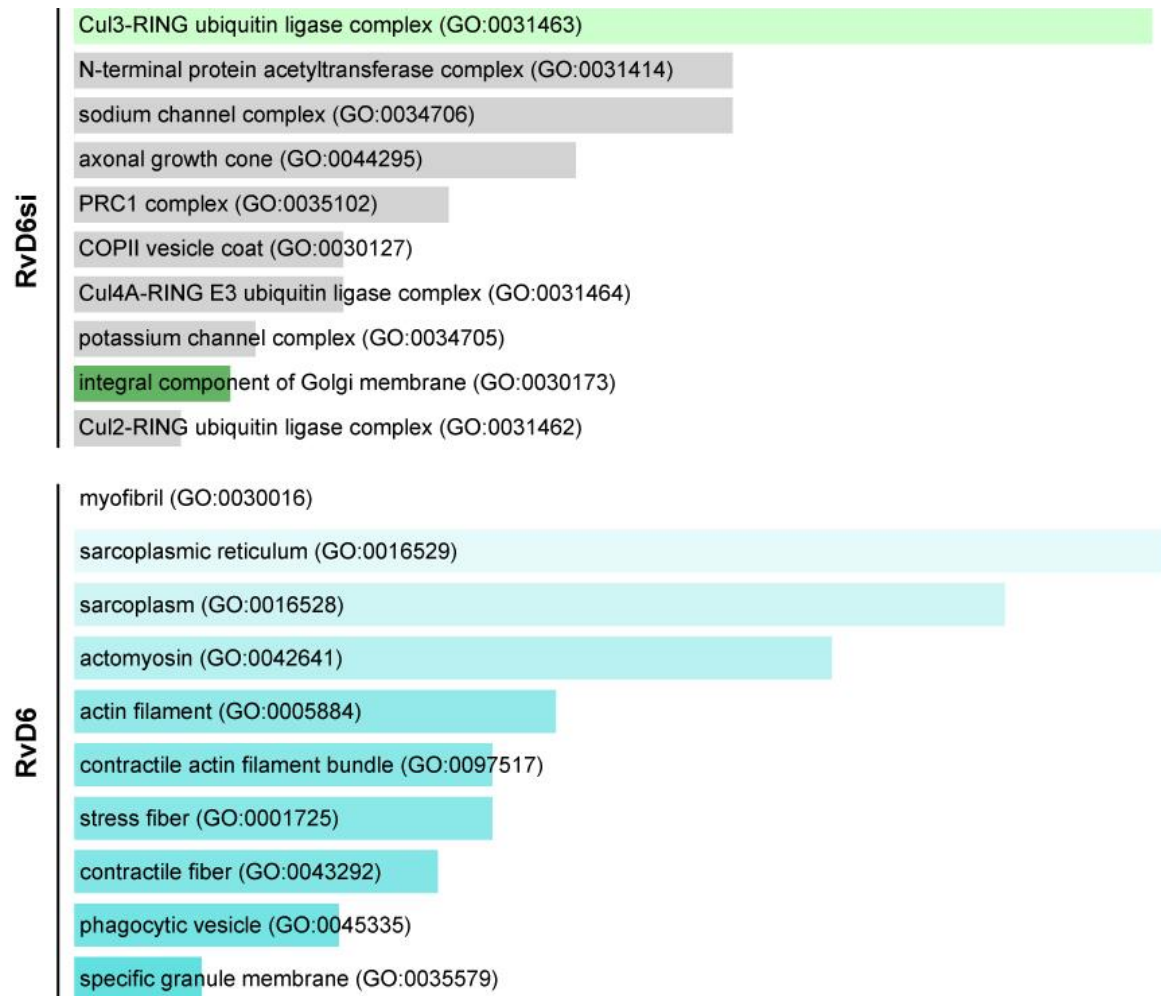

**Supplementary Figure S2. The gene ontology of cellular components from Enrichr analysis.** There are many groups gene located on specific cellular compartments. Among those groups, axonal growth cone (GO: 0044295) group was targeted.

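Supplementary Fig. S2 shows the cellular component terms of the gene ontology that Enrichr found among the genes upregulated by each lipid. The gene lists behind the terms were not used here. A set of skeletal muscle marker genes, listed before the counts were read because a dissected TG can carry neighbouring tissue, was scored in each sample as the mean log2 expression of its 13 tested members, centred on the mean over all samples. The score was higher in RvD6 than in vehicle by 3.32 (4 of the 5 RvD6 samples above every vehicle sample, n = 5 each, exact permutation p = 0.0159, adjusted 0.0893 over 30 comparisons of marker sets). It was lower in RvD6si than in RvD6 by a difference of -4.23 (exact permutation p = 0.00794, adjusted 0.0794). Within the RvD6 group the score ranged from 0.06 in replicate 7 to 4.68 in replicate 9. With edgeR 0 of the 13 tested muscle genes were called under RvD6 (adjusted p from 0.0967 to 0.305). DESeq2 called 13 of the 14 listed muscle genes higher under RvD6, with log2 fold changes between 2.74 and 6.02, and 0 of them under RvD6si, where the difference in score was -0.91 (exact permutation p = 0.0952). Hemoglobin and other blood markers were higher in RvD6 by 1.46 (5 of 5 samples, exact permutation p = 0.00794, adjusted 0.0794) and immune cell markers by 0.83 (5 of 5 samples, exact permutation p = 0.00794, adjusted 0.0794). Fibroblast markers were higher by 0.90 (4 of 5 samples, exact permutation p = 0.0159, adjusted 0.0893).

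**Figure D3:**
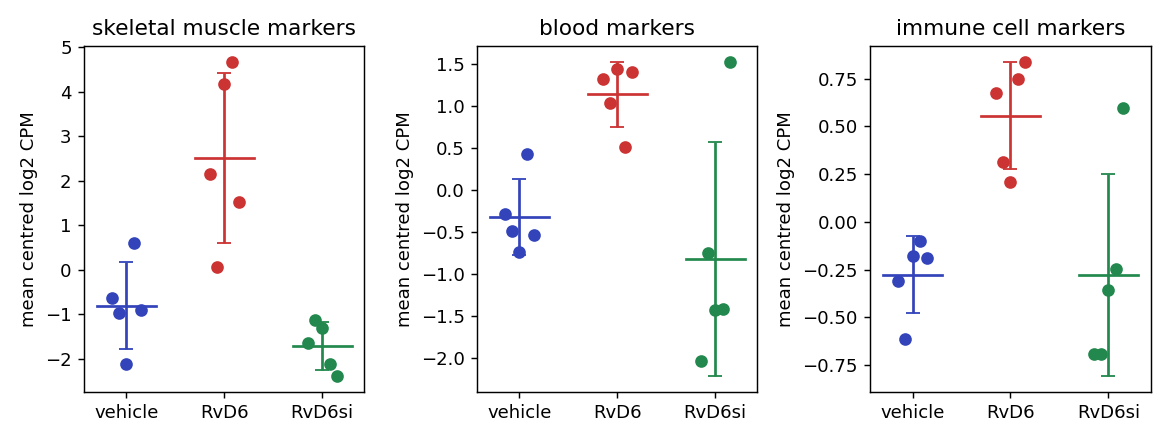
Mean centred log2 CPM of skeletal muscle, blood and immune cell marker genes in each of the 15 TG, by group, with the group mean (bar) and SD (error bar, n = 5). The muscle score of RvD6 replicates 8 and 9 lies above 4, and RvD6si replicate 15 lies apart from the other RvD6si samples in the blood and immune scores.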

How the deposited data were processed for this re-analysis (not part of the article)

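The deposited table holds the raw read counts of 55573 genes in 15 mouse trigeminal ganglia (TG), 5 from vehicle-treated, 5 from RvD6-treated and 5 from RvD6si-treated mice, taken on day 12 after corneal injury. The authors aligned the reads with Rsubread to the primary assembly of GRCm38 with GENCODE release 22 and counted them on exons by gene with featureCounts; the header of the table names version 1.5.0-p1. No other counting option was set, so the strand was not used and reads aligned to several places or overlapping several genes were not counted. The table also gives the exonic length of each gene in bases. A test of the table showed whole numbers in every sample column, and all 15 columns were matched to a group by their labels. Gene symbols came from GENCODE release 21 on the same genome, which names 99.7% of the gene identifiers in the table. Gene positions came from the exon coordinates deposited with the counts. GC content was computed from the longest transcript of each gene in release 21, for 99.9% of the genes tested.

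Samples were grouped by the treatment in their labels, where the standard lipid is RvD6 and the isomer is RvD6si. No batch, pairing or other covariate is given, and no replicate number occurs in more than 1 group, so no block was fitted. The main test, most alternatives listed below, the marker and family gene lists and the rule for naming genes were set at the same early stage. Genes named are every gene that the paper names or plots and the readable genes of Fig. 5F. To these were added, for each lipid against vehicle, the 3 genes with the largest increase and the 3 with the largest decrease among changed genes whose 5 treated samples all lie above, or all below, the 5 vehicle samples, and members of the marker lists where a marker score is given. Genes outside this rule, such as the most counted genes and the bone marrow precursor genes, were named after their values were seen.

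Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 and in Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6. The main test was the quasi-likelihood F test of edgeR with all 15 samples and 3 groups in one fit, TMM normalization and the filter of edgeR (a minimum count of 10 scaled to library size in as many samples as the smallest group, and a minimum total of 15), which kept 16567 genes. The contrasts were RvD6si against vehicle, RvD6 against vehicle and RvD6si against RvD6, each with Benjamini-Hochberg adjustment and a threshold of 0.05. Normalized counts are counts divided by the size factors of DESeq2. For 7 genes and 3 pairs of groups they were compared by a two-sided exact permutation test of the difference of means. Adjusted p-values of single genes come from edgeR unless DESeq2 is named. Principal components were computed from centred log2 CPM (prior count 2) of the 500 most variable genes, and the separation of each pair of groups was tested over all splits of the 10 samples into 5 and 5. Family and marker scores are means of centred log2 CPM over the members of a list. Family scores cover 18 comparisons and marker scores 30, each adjusted together and tested by exact permutation.

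Alternatives set before the data were examined were DESeq2 with all samples or with the 2 groups compared, edgeR with the 2 groups compared, median-of-ratios (RLE) normalization, no filter, a minimum of 10 counts in every sample, removal of each sample's smooth trend on gene length or on GC content (lowess, span 0.3), and each of the 15 samples left out in turn. For normalized counts they were TMM normalization, a log2 scale and the paper's one-way test with Tukey comparisons, and for the components all genes, scaled genes and variance-stabilized values. Added after the data had been seen were a muscle score as covariate in edgeR and in DESeq2, the removal of the 10 most counted genes, counts thinned to the lowest library total, and the likelihood ratio test of edgeR.

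Total counts ranged from 4125962 to 9903396 per sample, with a median of 7756538. Pairs of samples of the same group differed by 11.3 to 49.2 times the counting noise (chi-square per degree of freedom over genes with at least 20 counts), so no pair was a copy of the same library and the precision of a group mean was set by the spread between samples rather than by depth. That spread holds both the differences between mice and those of library preparation, which the design does not separate. The steps were tested on simulated counts with the spread of these samples. Among 100 genes given a log2 fold change of 1 and 100 given 2, edgeR recovered 45% and 96% with 10 false calls of 151, and DESeq2 61% and 98% with 31 false calls of 190. In a comparison without changes both called 0 genes. The changed genes were drawn only from genes above a minimum mean count, so the recovery does not cover genes with few reads. Genes were simulated independently, so variation shared between genes is not covered either. A simulated trend on gene length made edgeR call 28 genes, and its removal brought them to 0. That trend was stronger than in these samples (Spearman's rho of 0.535 across genes, against 0.290 for RvD6si and vehicle). The exact permutation test fell below 0.05 in 5.25% of 400 comparisons without a difference.

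Read alignment and the paper's mapping rates, the Enrichr and IPA gene sets, the genes of Fig. 5F that could not be read from the figure, and the experiments of the paper other than the TG sequencing were not analysed here.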

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

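Of the tests in this part, those of the bone marrow genes and of the principal components after removal of the length trend were chosen only after the result was seen. So were the fits with a muscle score and those with counts thinned to the lowest total. The muscle score itself and the splits of edgeR's contrasts were set beforehand.

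Within a group, 5 values, from 4 samples, lay far from those of the other 4 samples of the group, by the gap between a value and its nearest neighbour relative to the range of the group. With 30 measures in 3 groups, or 90 groups tested, 4.5 such values are what chance gives, so the number is close to what chance gives. On the first principal component, vehicle replicate 4 lay at 9.78, where the other vehicle samples ranged from -23.9 to -15.8, and RvD6si replicate 15 lay at 21.4, where the others ranged from -31.5 to -21.7. Both moved towards the RvD6 samples. The same 2 samples had the highest score of bone marrow blood cell precursor genes in their group, 0.56 for vehicle replicate 4 and 1.90 for RvD6si replicate 15. A candidate explanation is that the first component follows RNA of blood cell precursors that came along with some ganglia. The test of that marker set, whose genes were not among those inspected on the component, gave a difference of 2.00 between RvD6 and vehicle, with 5 of 5 RvD6 samples above every vehicle sample (exact permutation p = 0.00794, the smallest the design can give). As the component already separated these samples, the test is no independent support for this explanation. A gene length trend between libraries was set against it. After removal of that trend, the share between RvD6 and vehicle over the 500 most variable genes was 35.2%, as before it, and the exact permutation p stayed at 0.00794, its smallest value. As the share did not fall, this argues against the length trend as the source of the separation of RvD6 from vehicle over these genes. The p was at its smallest value before the removal too, so it adds nothing. As the precursor genes were higher in all RvD6 samples, RNA from another tissue and an effect of RvD6 on blood cells in the TG cannot be told apart.

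The blood marker score was higher in RvD6 than in vehicle by 1.46 and the immune cell score by 0.83, each in 5 of 5 samples (exact permutation p = 0.00794, adjusted 0.0794 over 30 comparisons, so neither passes the correction). The paper does not report on these genes. The same explanation was weighed as for the first component, and the bone marrow test (exact permutation p = 0.00794) leaves it open. RvD6si replicate 15 had scores of 1.53 for blood and 0.60 for immune cells, where vehicle samples reached at most 0.43 and -0.10, so the pattern was not confined to RvD6. No biological explanation other than the treatment is given by the design, and the treatment cannot be told apart from RNA of other cells.

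The myelinating Schwann cell score of vehicle replicate 5 was 0.159, where the other vehicle samples ranged from -0.162 to -0.0897. The immediate early gene score of RvD6si replicate 11 was -0.142, where the others ranged from 0.404 to 0.563, and its slope of expression on GC content was -0.203 per 10 percentage points, where the others ranged from 0.0108 to 0.0633. No explanation was tested for these 3 values.

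The paper compares RvD6si with RvD6 by Tukey comparisons for the genes it plots and reports no such comparison over all genes. Between the lipids, 39 genes differed, 2 higher and 37 lower in RvD6si (693 and 768 at an unadjusted p below 0.05), and 33 of the 39 were higher in RvD6 than in vehicle at an unadjusted p below 0.05. Of 100 splits of these 10 samples, the real one included, 2 gave as many genes, and the largest of the others gave 46. Of the 13 skeletal muscle markers tested, 9 were among the 37. The candidate explanation of skeletal muscle RNA in some ganglia was tested by the muscle score, which was higher in RvD6 than in vehicle by 3.32 in 4 of 5 samples (exact permutation p = 0.0159, adjusted 0.0893). With that score as a covariate, 2 genes differed between the lipids with edgeR, of which 0 were among the 39. The covariate follows the groups closely, so this fit cannot separate muscle RNA from the treatment. With the trends on gene length or GC content removed, 34 and 37 genes were called, of which 31 and 35 were among the 39, and with the counts thinned to the lowest total 36 were called, of which 33 were among the 39. Of the 37, 5 genes, among them Malat1 and mt-Rnr2, were also lower in RvD6si than in vehicle after adjustment, and 11 at an unadjusted p below 0.05. Muscle RNA in the RvD6 samples does not explain the difference of these 5 genes from vehicle. For the muscle markers, a change in the TG cannot be told apart from muscle RNA carried along at dissection.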

How the results depend on the processing

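The muscle score covariates, the likelihood ratio test of edgeR, the removal of the 10 most counted genes and the thinning to the lowest total were chosen only after the results were seen; the other alternatives and the main test were chosen before the data were examined. Where no cause is named, the cause was not tested.

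The numbers of genes changed depended on the test. With DESeq2 on all 15 samples they were 920 for RvD6si against vehicle in place of 111, 369 for RvD6 in place of 0 (2256 at an unadjusted p below 0.05) and 185 for RvD6si against RvD6 in place of 39, with 58 genes higher and 37 lower under both lipids in place of 0 and 0 (491 and 441 at an unadjusted p below 0.05), and 26 of the genes of Fig. 5F in place of 1. With DESeq2 on the 2 groups compared they were 979, 664 and 182, with 73 and 54 shared and 24 of Fig. 5F. The likelihood ratio test of edgeR gave 529, 188 and 125, with 28 and 5 shared and 11 of Fig. 5F. With edgeR on the 2 groups compared, RvD6 changed 38 genes, 17 differed between the lipids and 1 was higher under both.

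The filter mattered less. Without it, RvD6 changed 56 genes, 59 differed between the lipids and 2 were higher under both. With at least 10 counts in every sample, RvD6si changed 315 genes, RvD6 24, 23 differed between the lipids, 4 were higher under both and 6 of Fig. 5F were called. Removing the trend on gene length gave 63 genes for RvD6si and 0 of the 26 Fig. 5F genes, all 26 of which kept an unadjusted p below 0.05. Thinning gave 1 gene for RvD6. RLE normalization, GC correction and the removal of the most counted genes left each of these numbers within 1.5 times. With a muscle score as covariate, edgeR gave 2 genes for RvD6, 2 between the lipids and 0 of Fig. 5F (26 at an unadjusted p below 0.05), and DESeq2 gave 737 for RvD6si, 37 for RvD6, 1 higher and 1 lower under both and 20 of Fig. 5F. The log2 difference of Rictor between RvD6si and RvD6, 0.06, reversed with this covariate to -0.23 with edgeR and -0.25 with DESeq2.

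Across the 15 fits that each left out one sample, RvD6si changed from 0 to 229 genes. Without RvD6si replicate 11 it was 0 genes (2033 at an unadjusted p below 0.05), and without any 1 vehicle sample between 6 and 13. Without RvD6si replicate 14 it was 9 genes, and without replicate 12, 13 or 15 it was 168, 68 and 87. RvD6 changed from 0 to 51 genes, from 2 to 156 differed between the lipids, from 0 to 2 were higher under both, 0 were lower under both in every fit, and from 0 to 4 of Fig. 5F were called.

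The separation of RvD6si from vehicle in the component analysis, with an exact permutation p of 0.817, became 0.0159 with all genes and 0.0238 with variance-stabilized values, and stayed above 0.05 with scaled genes (0.746) and without any 1 sample (from 0.270 without RvD6si replicate 15 to 0.968). RvD6 stayed separated from vehicle and from RvD6si under all of these. Expressed genes per sample were 15637 at 10 counts and 16255 at 1 CPM in place of 21521.

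For the single-gene tests of normalized counts, TMM normalization, the log2 scale and the paper's test left all 9 pairs that the paper marks below 0.05. The paper marked these pairs on the same samples, and the adjustment does not cover that choice. With a sample left out, the adjusted exact permutation p ranged from 0.0278 to 0.0833 for Gpm6a under RvD6si and Calcb under RvD6, from 0.0278 to 0.0714 for Tac1 and Calcb under RvD6si, from 0.0278 to 0.0909 for Trpm8, from 0.0333 to 0.0833 for C9orf72 and Nrp1, from 0.0333 to 0.0909 for Rictor under RvD6si and from 0.0476 to 0.0909 for Tac1 under RvD6, so that each failed 0.05 in most of the 15 fits. It failed in 9 fits for C9orf72, Gpm6a, Calcb under each lipid, Trpm8 and Nrp1, in 10 for Tac1 and Rictor under RvD6si and in 14 for Tac1 under RvD6. For Gpm6a, Trpm8, Tac1 under RvD6si and Calcb, whose treated and vehicle samples do not overlap, leaving out a sample cannot break the separation, so these failures come from the few assignments and the adjustment over 21 comparisons and say nothing about the stability of the genes. The difference of Rictor between the lipids reversed in 2 of these fits, with adjusted p from 0.524 to 0.968 and log2 differences from -0.12 to 0.16.

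Family scores moved with the filter and with length correction. With length correction, respiratory chain and ATP synthase genes under RvD6si went from -0.35 (exact permutation p = 0.0317) to -0.22 (exact permutation p = 0.135, adjusted 0.221) and cytosolic ribosomal proteins from -0.38 to -0.25. With at least 10 counts, V-ATPase subunits under RvD6 went from -0.05 to -0.17 (exact permutation p = 0.0159, adjusted 0.0571). Against vehicle under RvD6, mitochondrial ribosomal proteins (-0.20) and proteasome subunits (-0.18) passed 0.05 after adjustment with length correction. Between the lipids, mitochondrially encoded genes passed with at least 10 counts (-0.43). With length correction they weakened from -0.41 to -0.28 (exact permutation p = 0.0714, adjusted 0.159). Against vehicle under RvD6si, mitochondrial ribosomal proteins passed 0.05 after adjustment with at least 10 counts (-0.31) and with length correction (-0.26), and ranged from -0.35 to -0.27 with a sample left out. V-ATPase subunits passed with at least 10 counts (-0.15) and ranged from -0.24 to -0.18, and proteasome subunits from -0.22 to -0.16. Mitochondrially encoded genes under RvD6si reversed from -0.14 to 0.10 with length correction. The trend on gene length ranged from 0.0760 to 0.116 and failed 0.05 in 5 of 15 fits.

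Some other differences reversed. V-ATPase subunits between the lipids went from -0.154 (exact permutation p = 0.0635) to 0.0229 with at least 10 counts. Cytosolic ribosomal proteins under RvD6 went from -0.0219 to 0.0702 with length correction and ranged from -0.0682 to 0.0268 with a sample left out. Proteasome subunits between the lipids went from 0.0324 to -0.0121 with at least 10 counts; with a sample left out they ranged from -7.53e-05 to 0.0664, and V-ATPase subunits under RvD6 from -0.0908 to 0.000783. Immune cell markers under RvD6si went from -0.000623 to 0.00316 with RLE normalization, 0.0110 with at least 10 counts and 0.117 with length correction, and ranged from -0.220 to 0.103. Pituitary markers under RvD6si went from -0.131 to 0.0174 with length correction and ranged from -0.611 to 0.732. With a sample left out, Schwann cell markers under RvD6 ranged from -0.0714 to 0.0770, satellite glia markers between the lipids from -0.0899 to 0.0142, sex chromosome genes between the lipids from -0.285 to 0.0482, and the log2 fold change of Egr1 under RvD6 from -0.12 to 0.38.

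Counted over genes named one by one and every alternative, 866 log2 fold changes were recomputed, of which 769 stayed on the same side of the threshold, 38 passed it only in the alternative, 52 no longer passed it and 7 reversed.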

Differences from the paper's values

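No test in this part was added after a result was seen, except where a sentence says so. The alternatives are those set before the data were examined.

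The paper reports 58 upregulated and 36 downregulated genes shared by the 2 lipids, and 0 and 0 were found with edgeR (491 and 441 at an unadjusted p below 0.05). DESeq2, which the paper's methods name, gave 58 and 37 with all 15 samples and 73 and 54 with the 2 groups compared in each fit, both within 1.5 times the paper's numbers. The other alternatives gave at most 4 and 0 genes and did not close the gap. The likelihood ratio test of edgeR, chosen after the values were seen, gave 28 and 5.

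Genes changed by RvD6si alone numbered about 480 upregulated and about 330 downregulated in Fig. 5B, read by eye, against 87 and 24 here. DESeq2 gave 488 and 337 with all samples and 538 and 314 with 2 groups per fit. No other alternative closed the gap. Genes changed by RvD6 alone numbered about 220 upregulated and about 55 downregulated in Fig. 5B, read by eye, against 0 and 0 here (1264 and 992 at an unadjusted p below 0.05). DESeq2 with all samples gave 219 and 55. DESeq2 with 2 groups per fit gave 423 and 114 and did not close the gap, nor did any other alternative.

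The second principal component holds about 18% of the variance in Fig. 5A, read by eye, against 9.20% here. All genes that passed the filter gave 13.1% and variance-stabilized values 15.6%, both within 1.5 times the paper's value. With all genes, however, the first component fell from 38.4% to 17.0%, while variance-stabilized values gave 40.5%. Genes scaled to unit variance gave 8.02% and did not close the gap.

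For 5 pairs, the adjusted exact permutation p of the normalized counts was more than 1.5 times the p printed in the figure. The exact test cannot give a p below 0.00794, and its lowest adjusted p over the 21 comparisons was 0.0333. The printed p comes from Tukey comparisons within a gene, so the 2 kinds of p are not directly comparable. For RvD6si against vehicle the paper's value is about 0.0025 in Fig. 5C for C9orf72, read by eye, against 0.0370 here. In Fig. 5D, read by eye, it is about 0.016 for Calcb against 0.0333, about 0.0089 for Tac1 against 0.0333 and about 0.0089 for Nrp1 against 0.0370. For Calcb under RvD6 it is about 0.0012 in Fig. 5D, read by eye, against 0.0333. The one-way test with Tukey comparisons gave 0.00252, 0.0156, 0.00888, 0.00892 and 0.00123 in this order. The other alternatives used the same kind of exact test, so their failure to close these gaps shows nothing. These gaps come from the choice of test and adjustment and are no disagreement with the paper's values.

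The paper states that all genes entered in its pathway analysis passed its threshold, and of the 26 readable genes of Fig. 5F 1 passed with edgeR, while DESeq2 called 26 with all samples, 24 with 2 groups per fit and, chosen after seeing the values, 20 with a muscle score as covariate and 11 for the likelihood ratio test of edgeR. A minimum of 10 counts in every sample brought the number to 6. The paper presents the vehicle group as separated from both lipid groups in its component analysis, and RvD6si was not separated from vehicle here (exact permutation p = 0.817), while all genes and variance-stabilized values gave 0.0159 and 0.0238. The paper describes Trpm8, Nrp1 and Rictor as raised selectively by RvD6si. The adjusted p of the difference between RvD6si and RvD6 was 0.524, 0.774 and 0.974 with edgeR, and over all alternatives it was not below 0.05. The paper presents C9orf72, Gpm6a, Tac1, Trpm8, Nrp1 and Rictor as changed by RvD6si. Their adjusted p over all genes was between 0.0637 and 0.131 with edgeR, and below 0.05 with DESeq2 in both settings. A minimum of 10 counts in every sample also called C9orf72 (0.0360) and Gpm6a (0.0282), and edgeR on 2 groups and no filter also called Gpm6a (0.0245 and 0.0431), as did 3 of the 15 fits that left out one sample. Of the settings chosen after the values were seen, the likelihood ratio test called C9orf72 (0.0175), Gpm6a (0.00980) and Tac1 (0.0409), and the muscle score as covariate called the same 3 genes with DESeq2 (0.0123, 8.88e-05 and 0.00459) and Gpm6a with edgeR (0.0275). Tac1 under RvD6 passed the threshold in the single-gene test and not over all genes in any setting, and Calcb passed over all genes under RvD6 with DESeq2 in both settings (0.0223 and 0.0277) and under RvD6si with DESeq2 on 2 groups alone (0.0320).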

Other observations

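In this part, the tests of the most counted genes and of library size and the DESeq2 fit with a muscle score were chosen only after the result was seen. The same holds for the other splits for DESeq2, for the genes of Fig. 5F and for the genes shared by both lipids. The use of GC content to explain the genes changed by RvD6si was also chosen then, though the GC correction itself was set before. The tests of the gene length trend, of the muscle score and of the other splits for the 3 contrasts of edgeR were set before.

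The 111 genes changed by RvD6si were compared with other splits of the 10 samples into groups of 5. Of 100 splits, the real one included, 1 gave as many genes, and the other 99 gave at most 1 gene each. For RvD6, whose real split gave 0 genes, all 100 splits had to give as many, so this count shows nothing, and the largest gave 10. At an unadjusted p below 0.05 the real split gave 2256 genes, and the largest of the others 2193. For the 26 genes of Fig. 5F, 1 of 100 splits gave as many called genes (1 gene), in either direction. The paper chose these genes for their difference in the real split of the same samples, so other splits could hardly match it, and this test shows nothing about them. For genes changed by both lipids, splits of the 15 samples into 3 groups of 5 were drawn. The real split gave 0 higher and 0 lower genes, which all 100 splits had to reach, so these counts show nothing. At an unadjusted p below 0.05, the 491 genes higher under both lipids were reached by 2 of 100 splits (median of the others 75, largest 503), and the 441 genes lower under both by 1 of 100 (median of the others 40, largest 373).

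DESeq2 was set against 60 splits for each comparison, the real one included. The 920 genes of RvD6si were reached by 1 of 60 splits, where the others had a median of 5 and a maximum of 125. The 369 genes of RvD6 were reached by 1 of 60 splits, where the others had a median of 1 and a maximum of 178. The 58 genes higher and the 37 genes lower under both lipids were each reached by 1 of 60 splits, with maxima of 25 and 6 among the others.

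Technical explanations for the 111 genes of RvD6si were tested in turn. A gene length trend between libraries was present. Spearman's rho of log2 fold change and gene length was 0.290 for RvD6si and 0.246 for RvD6 against vehicle and 0.0748 between the lipids, across genes, and called genes had a median length of 4582 bases when higher and 2458 when lower. After the trend was removed from each sample, 63 genes were called, of which 54 were among the 111, so the trend may account for part of the calls and does not account for all. Without the 10 most counted genes, whose share of the counts was lower in RvD6si, 108 genes were called, all 108 among the 111. With all libraries thinned to the lowest total, 123 were called, of which 99 were among the 111. After removal of the trend on GC content, 116 were called, of which 98 were among the 111. Reads shared between paralogs were not tested, and without RvD6si replicate 11 the number was 0 (2033 at an unadjusted p below 0.05). The number was 9 without RvD6si replicate 14 and between 6 and 13 without any 1 vehicle sample. An effect of RvD6si is therefore a hypothesis that these tests leave open.

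For RvD6 against vehicle the same length correction gave 0 genes (2136 at an unadjusted p below 0.05), and as 0 were called before it, this test cannot show anything about that comparison. Skeletal muscle RNA in some ganglia is a candidate explanation for part of the difference between RvD6 and vehicle, since the muscle score had an exact permutation p of 0.0159. With the muscle score as a covariate, DESeq2 called 37 genes for RvD6 in place of 369, and 15 genes were called in both fits. The sensory neuron and immune cell scores as covariates also lowered the number, to 21 and 58. The fibroblast, blood and sex chromosome scores gave 229, 250 and 324, below 369, and the pituitary, Schwann cell, satellite glia and immediate early gene scores gave 399, 409, 463 and 617, above it. As several scores lowered the number, this test cannot tell muscle RNA from other differences in cell composition between the groups. The sensory neuron score was lower in RvD6 than in vehicle by a difference of -0.39, with 4 of 5 samples below every vehicle sample (exact permutation p = 0.0238, adjusted 0.0893).

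The immediate early gene score, whose members include Egr1, was higher in RvD6si than in vehicle by 0.58, with 4 of 5 samples above every vehicle sample (exact permutation p = 0.0238, adjusted 0.0893 over 30 comparisons). The score of 13 mitochondrially encoded genes was higher in RvD6 than in vehicle by 0.27 (exact permutation p = 0.0476, adjusted 0.0952 over 18 comparisons). The share of counts on mt-Rnr2 was 5.37% in RvD6, 4.03% in vehicle and 3.06% in RvD6si, each pair of groups without overlap (exact permutation p = 0.00794 for each pair).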
